# Effects of dietary physical or nutritional factors on morphology of rumen papillae and transcriptome changes in lactating dairy cows based on three different forage-based diets

**DOI:** 10.1186/s12864-017-3726-2

**Published:** 2017-05-06

**Authors:** Bing Wang, Diming Wang, Xuehui Wu, Jie Cai, Mei Liu, Xinbei Huang, Jiusheng Wu, Jianxin Liu, Leluo Guan

## Abstract

**Background:**

Rumen epithelial tissue plays an important role in nutrient absorption and rumen health. However, whether forage quality and particle size impact the rumen epithelial morphology is unclear. The current study was conducted to elucidate the effects of forage quality and forage particle size on rumen epithelial morphology and to identify potential underlying molecular mechanisms by analyzing the transcriptome of the rumen epithelium (RE). To achieve these objectives, 18 mid-lactation dairy cows were allocated to three groups (6 cows per group), and were fed with one of three different forage-based diets, alfalfa hay (AH), corn stover (CS), and rice straw (RS) for 14 weeks, respectively. Ruminal volatile fatty acids (VFAs) and epithelial thickness were determined, and RNA-sequencing was conducted to identify the transcriptomic changes of rumen epithelial under different forage-based diets.

**Results:**

The RS diet exhibited greater particle size but low quality, the AH diet was high nutritional value but small particle size, and CS diet was low quality and small particle size. The ruminal total VFA concentration was greater in AH compared with those in CS or RS. The width of the rumen papillae was greater in RS-fed cows than in cows fed AH or CS. In total, 31, 40, and 28 differentially expressed (DE, fold change > 2, FDR < 0.05) genes were identified via pair-wise comparisons including AH vs. CS, AH vs. RS, and RS vs. CS, respectively. Functional classification analysis of DE genes revealed dynamic changes in ion binding (such as *DSG1*) between AH and CS, proliferation and apoptotic processes (such as *BAG3*, *HLA-DQA1*, and *UGT2B17*) and complement activation (such as *C7*) between AH or RS and CS. The expression of *HLA-DQA1* was down-regulated in RS compared with AH and CS, and the expression of *UGT2B17* was down-regulated in RS compared with CS, with positive (*R* = 0.94) and negative (*R* = -0.96) correlation with the width of rumen epithelial papillae (*P* < 0.05), respectively.

**Conclusion:**

Our results suggest that both nutrients (VFAs) and particle sizes can alter expression of genes involved in cell proliferation/apoptosis process and complement complex. Our results suggest that particle size may be more important in regulating rumen epithelial morphology when animals are fed with low-quality forage diets and the identified DE genes may affect the RE nutrient absorption or morphology of RE. Our findings provide insights into the effects of the dietary particle size in the future management of dairy cow feeding, that when cows were fed with low-quality forage (such as rice straw), smaller particle size may be beneficial for nutrients absorption and milk production.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3726-2) contains supplementary material, which is available to authorized users.

## Background

Rumen epithelium (RE) consists of leaflike papillae, which not only serves as absorptive structures, but also epithelial barrier to prevent the invasion of rumen microbes and/or toxins [1]. The morphology of the rumen epithelium plays a critical role in coping with altered dietary regimens in ruminants [2]. During the dietary transition period, the morphology of RE could be changed by diets with different energy density, which may be attributed to the varied volatile fatty acids (VFAs) concentrations [3]. In addition, physical features of diet such as the finely ground compared with unground feed were also known to alter the RE morphology in dairy cows [4].

Recent studies have found that butyrate acts as a mitogenic factor and signaling molecule during cell proliferation in both cattle and humans [5–7]. The increase in the total thickness of the RE in goats after ruminal butyrate infusion has been reported, and the expression of *cyclin D1* gene was found to be associated with the increased papillae growth at the same time [8]. In addition, the changes in epithelial thickness can be linked to various cellular functions, such as cell proliferation [5] and epithelial differentiation and proliferation [9, 10]. At the transcriptional level [3, 8], it has been identified that RE morphology was related to gene targeting functions such as cellular development [11], epithelial proliferation [10], papilla size and surface area [12], and tight junctions [13]. These studies revealed aspects of the potential mechanisms by which RE morphology is regulated, but the systematic mechanisms involved in regulating rumen epithelial morphology remain to be clarified.

RNA sequencing (RNA-seq), a high-throughput sequencing based transcriptome profiling, has been proven to provide extensive quantitative and qualitative information on the expression of genes in both prokaryotes and eukaryotes [14, 15] and their potential changes under different conditions. This technique has been successfully applied to identify potential transcriptional mechanisms underlying phenotypic and physiological changes in bovine species [7, 16], leading to the findings of “potential gene markers” [17]. Therefore, in the current study RNA-seq based transcriptomic profiling was used to investigate the effects of dietary forage sources with different nutritional values (energy density) and physical forms (particle sizes) on the RE morphology and the underlying mechanism in dairy cows.

## Methods

### Animals, management, and nutritional and physical characteristics of the diets

The procedures of this study were approved by the Animal Care and Use Committee of Zhejiang University (Hangzhou, China) and were in accordance with the university’s guidelines for animal research.

A total of 18 multiparous Holstein dairy cows (6 cows per group; milk yield = 29.9 ± 2.83 kg/d, day in milk = 167 ± 25.7, parity = 3.5 ± 1.77; mean ± SD) were selected in this study. A detailed description of the experimental design and treatments has been reported previously [18]. Briefly, the 3 diets contained an identical concentrate mixture (55%, dry matter basis) and 15% corn silage, with the remaining 30% consisting of the following forage sources (dry matter basis): (1) 23% alfalfa hay and 7% Chinese wild rye hay (AH); (2) 30% corn stover (CS); (3) and 30% rice straw (RS). The crude protein content of the 3 diets was similar, but the NE_L_ values of AH, CS, and RS were 1.57, 1.45, and 1.43 Mcal/kg, respectively (Table 1). The particle size distributions of the 3 diets were evaluated using a Penn State Particle Separator according to a previous report [19]. Samples of each fraction were dried in a forced-air oven at 65 °C for 48 h and were then ground to a size of 1 mm before analysis of the dry matter (105 °C for 5 h) and natural detergent fiber (NDF) contents [20]. Dietary physical effectiveness factors and physically effective NDF (peNDF) were also calculated as described previously [19].

**Table 1:** Primers used for quantitative real-time PCR

Gene	Gene Bank ID	Primers	Primer sequence (5’-3’)	Amplicon Size	References
*HLA-DQA1*	BT020994.1	Forward	CCTTGTGGGTATCGTGGTGG	150 bp	This study
		Reverse	CGTCTAGCACGTCCACTCTT		
*PI3*	XM_005214890.3	Forward	TGACTGGGCAAGGGGAGCCG	112bp	This study
		Reverse	GGGGCCACCCCAAAGAAGCC		
*HSPB8*	BT020640.1	Forward	CAGTCTTGGCCCTTCCTTGT	176bp	This study
		Reverse	TCAATTGCGCCATCTTGCAG		
*PRSS53*	XM_015469379.1	Forward	TGCACAGCTAACATGAGCCA	148 bp	This study
		Reverse	CCAGAGCCCTTTGCACTGTA		
*DSG1*	NM_174045.1	Forward	ATCCAACTGACTTGCTCGCT	278 bp	This study
		Reverse	ACCACCACCAGTTGTGTAGC		
*BAG3*	BC133574.1	Forward	ACGCAGTAACTTGGGTGGAG	148 bp	This study
		Reverse	ACAGAGACGGCTCCAAAACA		
*CYR61*	NM_001034340.2	Forward	GATGCAACTACAACTGCCCG	116 bp	This study
		Reverse	CCACCCTTATGCTGGAAGCC		
*IGFBP3*	NM_174556.1	Forward	TTAATGCCTGCACATCCCGA	259 bp	This study
		Reverse	CCCTATGGGGCTTCAGCAAA		
*GAPDH*	BC102589	Forward	TGGAAAGGCCATCACCATCT	60 bp	[31]
		Reverse	CCCACTTGA TGTTGGCAG		
*β-actin*	NM-173979	Forward	GCCATGAAGCTGAAGATGAC	229 bp	[29]
		Reverse	CCTTCTGCAGCTCAGATATG		

### Rumen fermentation characteristics

Approximately 150 mL of rumen fluid was collected 3 h after morning feeding using an oral stomach tube [21] on day 6 of weeks 3, 6, 9, and 12, respectively. The pH was immediately determined using a portable pH meter (Starter 300; Ohaus Instruments Co. Ltd., Shanghai, China). The VFA concentration was determined via gas chromatography (GC-8A; Shimadzu Corp., Kyoto, Japan) [22]. The ammonia-nitrogen concentration was determined through steam distillation into boric acid and titration with dilute hydrochloric acid (10 mL).

### Characteristics of ruminal papillae

The animals were slaughtered before morning feeding (7 a.m.) after 14 weeks of the feeding trial. The rumen was exteriorized and separated from the omasum after slaughter, following a previously described method [23]. A detailed description of the collected rumen papillae and histomorphometric analyses was performed according to a published procedure [8]. Briefly, the ventral sac of the rumen was chosen, as it has been determined to be the site with the highest capillary blood flow per unit weight mucosa of any location within the rumen [24]. Sterile surgical scissors were used to clip approximately 800 mg of ruminal tissue, which was then quickly washed 20 times in ice-cold PBS buffer (pH = 7.2). For histomorphometric analyses, the RE samples (approximately 2 cm^2^) including atrium ruminis, ventral rumen sac, and ventral blind sac were selected and were fixed in 4% paraformaldehyde overnight. Then, they were dehydrated, cleared, and embedded in paraffin. Sections of 8 μm in width were cut and stained using the standard hematoxylin and eosin (H&E) procedure. Papillae with almost identical shapes and sizes were embedded for paraffin sectioning and microscopic observation for histomorphological analysis. The morphological characteristics of the ruminal papillae were selected from 4 paraffin sections showing the best orientation of papillae in the median sagittal plane for evaluation using Image-Pro Plus 6.0 (Media Cybernetics Inc., Bethesda, MD). The width of rumen papillae (WP) was measured following previously described methods [8], which can be seen in Fig. 1. In the meantime, the rumen papillae were separated from the stratum basale of the RE and were snap frozen using liquid nitrogen, transferred to the laboratory, and stored at -80°C for downstream transcriptomic analysis.

**Fig. 1:**
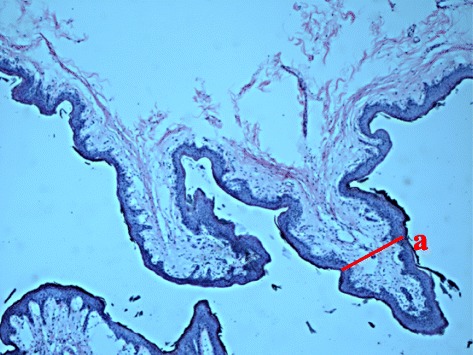
Histomicrograph showing the width of ruminal papilla (a)

### Total RNA extraction and mRNA library construction

Total RNA from the RE tissue (approximately 100 mg) was extracted with TRIZOL reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s procedures. The concentration and purity of the total RNA were measured using a NanoDrop® ND-1000 Spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE, USA). The RNA concentration of each sample was further examined using a Qubit® 2.0 Fluorometer (Life Technologies, CA, USA), and its quality was determined using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA). RNA samples exhibiting integrity values of more than 7.0 was used for further RNA-seq library construction. The RNA sequencing library was conducted using the TruSeq® Stranded mRNA Sample Preparation Guideprovided by the manufacturer according to a previous study [25]. Briefly, total RNA was rRNA-depleted, fragmented, and used for the generation of cDNA via reverse transcription. The cDNA was then amplified by PCR, and the purified cDNA amplicons were subjected to sequencing at Génome Québec Center at McGill University (Montréal, Canada) using the HiSeq 2000 system (Illumina) to generate 100 bp paired-end reads.

### Transcriptome analysis

The high-quality sequencing reads were aligned to the reference genome (UMD 3.1/bosTau6, http://genome.ucsc.edu/) using Bowtie/TopHat2 according to a previous study [26]. Htseq counts were employed to filter the data to eliminate reads with more than two mismatches to the reference genome and reads showing multiple mapping hits [27]. Guided transcript assembly was conducted using the bovine reference genome assembly UMD3.1 (ftp://ftp.ncbi.nlm.nih.gov/genomes/Bos_taurus/website), in addition to the ENSEMBL reference annotation. Htseq counts were also used to count the reads that mapped to each of the bovine genes using the Tophat2 output [27]. The reads were normalized to counts per million (CPM) using the following formula: CPM = (number of reads mapped to a gene)/(total number of reads mapped to all annotated genes) × 10^6^. All the sequencing data (fastq files) generated in the present study are available in GEO database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE78197.

### Identification of differentially expressed genes

The dietary effect on gene expression was investigated by characterizing dietary differentially expressed (DE) genes through pair-wise comparisons (AH vs. CS, AH vs. RS, and RS vs. CS) using the bioinformatics tool edge in R [28]. For each comparison, transcripts with CPM > 1 in at least 50% of the samples per treatment were subjected to DE analysis. Fold change (FC) was defined as the ratio of the arithmetic mean of the CPM within each comparison group, and differential expression was determined with log_2_FC > 1 or < -1 with the Benjamini-Hochberg method (FDR). Furthermore, the dietary associated DE genes were identified based on the mutually DE gene between every two dietary pair-wise comparisons. The mutually DE genes between AH vs. CS and AH vs. RS were identified as AH associated DE genes. Similarly, the mutually DE genes between CS vs AH and CS vs. RS were identified as CS associated DE genes, while the mutually DE genes between RS vs AH and RS vs. CS were identified as RS associated DE genes.

### Functional analysis

PANTHER (http://www.pantherdb.org/) was used to identify the functional classification of the biological processes that DE genes involved in. The enriched ontologies for DE genes were identified using web-based annotation tool DAVID v 6.8 (Database for Annotation, Visualization, and Integrated Discovery; https://david.ncifcrf.gov/) [29]. The DAVID-defined annotation selection was also employed to define Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and GO terms (GOTERM_XX) [30]. Clustering enrichment thresholds were set as required according to DAVID EASE scores. The classification stringency was set to medium, and the adjusted *P*-values obtained from Bonferroni correction for multiple testing [31] were used to define the significance of the identified functions.

### Validation of expression of selected DE genes using qRT-PCR

The total RNA of ruminal epithelium was reverse transcribed to cDNA using the PrimeScript 1st Strand cDNA Synthesis Kit (Code No. 6110A, Takara, Otsu, Japan). Quantitative real-time PCR (qRT-PCR) was performed with the 2 × SYBR® Premix Ex Taq (Tli RNaseH Plus) kit (Code No. RR420A, Takara, Otsu, Japan) and the Applied Biosystems 7500 (Foster City, CA). The PCR conditions were set as follows: 1 cycle at 95 °C for 10 min, 40 cycles of 95 °C for 15 s, and 60 °C for 34 s, followed by a melting curve program (60 to 95 °C). The primers (Table 1) targeting for *DSG1*, *PRSS53*, *BAG3*, *IGFBP3*, *CYR61*, *HSPB8*, *PI3*, *HLA-DQA1*, were designed using National Center for Biotechnology Information Nucleotide (http://www.ncbi.nlm.nih.gov/nuccore/), with *Bos taurus* set us species. The specificity of the primers was validated by primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). The *GAPDH* [32] and *β-actin* [33] were used as reference genes. The relative changes at the mRNA level for each individual gene was analyzed using the 2^-ΔCT^, ΔCT = CT_target mRNA_ – CT_house keeping mRNA_ (where CT = cycle threshold) method [34].

### Statistical analysis

The data on dietary physical factor, rumen fermentation characteristics, the WP, and relative mRNA expression using qRT-PCR were analyzed through pairwise comparisons using the PROC MIXED procedure in SAS (SAS 8.1) under a randomized complete block design, with diet as the fixed effect and the cows as the random effect. The results were reported as the least squares means. The statistical significance was declared at *P* ≤ 0.05, and the tendency was accepted at 0.05 < *P* ≤ 0.10.

The possible relationships between the expression of genes and the examined phenotypes (such as WP) were analyzed using one-way ANOVA and Pearson correlation using the whole dataset and the COR function in R software with diet as the fixed variable. Correlation analysis was firstly performed between all transcripts and VFA or WP, and then to determine how many of them overlapping with DE genes under each diet. These overlapped DE genes were then subjected a further correlation analysis under each diet. Significant positive or negative correlations were defined at *P* < 0.05.

## Results

### Nutritional and physical features of different forage based diets

The energy density and physically effective fiber differed among three diets. The peNDF_8.0_ was greater for RS compared with CS (*P* < 0.01) and AH (*P* < 0.01) (Table 2). The AH and CS had similar physical form, while AH was higher in energy density and CP content (*P* < 0.05). The CS and RS had similar energy density but different physical form with RS having a greater particle size. The AH had greater energy density but smaller particle size compared with RS. The AH diet had similar physical form but greater energy density in comparison with CS diet.

**Table 2:** Nutritional and Physical features [Particle size (PS) distribution (%) and physically effective NDF (peNDF)] of three experimental diets (*n* = 5)

	Diet^a^				*P*-value		
Item^b^	AH	CS	RS	SEM	AH vs. CS	AH vs. RS	CS vs. RS
Nutritional factor							
CP	16.7	16.2	16.0	0.25	0.02	0.01	0.47
Net energy for lactation_,_ Mcal/kg	1.57	1.45	1.43				
Physical factor							
PS, >19.0mm	32.2	16.9	40.4	1.84	<0.01	0.03	<0.01
PS, 8.0 to 19.0 mm	16.0	30.6	10.4	1.89	<0.01	0.07	<0.01
PS, 1.18 to 8.0 mm	35.8	36.1	33.0	2.08	0.94	0.46	0.18
PS, <1.18 mm	16.1	16.4	16.2	1.34	0.81	0.96	0.91
peNDF_19.0_	10.0	6.1	14.9	0.67	<0.01	<0.01	<0.01
peNDF_8.0_	23.4	25.0	33.7	1.71	0.34	<0.01	<0.01

^a^AH = Total mixed ration (TMR) containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage

^b^CP = crude protein; NE_L_ = Calculated values based on Chinese recommondations; NDF = neutral detergent fiber; peNDF_8.0_ measured as the NDF content of diet multiplied by proportion of particles > 8.0 mm; peNDF_19.0_ measured as the NDF content of diet multiplied by proportion of particles > 19.0 mm; Particle size distribution determined by the Penn State Particle Separator sieving technique

### Rumen fermentation characteristics

Total VFA concentration was greater in the AH-fed cows compared with the cows consumed CS (*P* = 0.04) or RS (Table 3, *P* = 0.02), respectively. No difference was observed between the cows fed RS and CS (*P* = 0.63). The acetate concentration was greater in AH-fed cows than in cows fed CS (*P* = 0.03) or in RS (*P* = 0.02, Table 3). The propionate concentration tended to be higher in cows fed AH compared with those fed RS (*P* = 0.07). The ratio of acetate to propionate tended to be higher in cows fed RS compared with those fed CS (*P* = 0.07), while there was no difference between the AH and RS animals. The butyrate concentration was lower in RS-fed cows than in CS- or AH-fed cows (*P* = 0.02), whereas the molar proportion of butyrate was greater in the CS-fed cows than in AH-fed cows (*P* < 0.01) or RS (*P* = 0.02).

**Table 3:** Rumen fermentation characteristics in dairy cows fed with three experimental forage-based diets (*n* = 6)

	Dietary treatments^a^				*P*-value		
Item	AH	CS	RS	SEM	AH vs. CS	AH vs. RS	CS vs. RS
pH	6.39	6.41	6.39	0.050	0.89	0.98	0.85
Ammonia-N, mg/dL	14.5	15.8	20.3	1.07	0.37	0.01	0.04
Total VFA, m*M*	93.5	81.0	83.1	2.83	0.04	0.02	0.63
Acetate, m*M*	66.2	57.1	59.8	1.99	0.03	0.02	0.20
Propionate, m*M*	19.4	17.2	17.1	0.75	0.14	0.07	0.95
Butyrate, m*M*	7.90	8.64	6.18	0.483	0.13	0.09	0.02
Molar proportion, %							
Acetate	71.1	70.3	72.2	0.89	0.03	0.40	0.02
Propionate	20.7	21.4	20.5	0.55	0.51	0.80	0.36
Butyrate	8.29	10.9	7.34	0.556	<0.01	0.27	0.02
Acetate: Propionate	3.47	3.24	3.60	0.108	0.23	0.45	0.07

^a^AH = Total mixed ration (TMR) containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage

### Morphological parameters of ruminal papillae

The cows fed RS had a thicker ruminal papilla layer (Fig. 2) than the cows fed AH (*P* = 0.038) or CS (*P* = 0.048). Whereas WP was not changed between the cows fed AH or CS diet (*P* > 0.05).

**Fig. 2:**
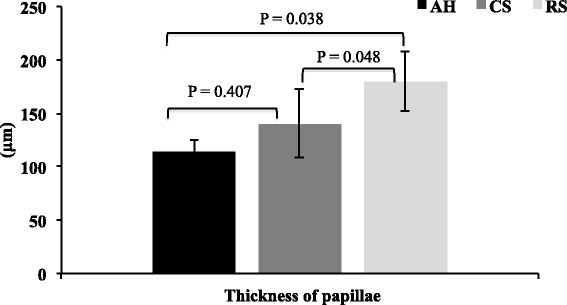
The evaluation of width of rumen papillae in dairy cows fed three different diets (*n* = 6). AH = Total mixed ration (TMR) containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage

### Transcriptome profiling of rumen epithelial tissues

In total, 721.2 M reads were generated from 18 samples, ranging from 35.2 to 53.6 M per sample. Among them, 593.8 M reads were mapped to the bovine genome, ranging from 28.2 to 47.9 M per sample. 

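Ruminal papillae, the projections of the rumen wall that take up volatile fatty acids, came from 18 lactating Holstein cows, 6 on each of the AH, CS and RS diets, slaughtered after 14 weeks of feeding. All 3 diets held 55% concentrate and 15% corn silage of dry matter, and they differed in the remaining forage. RNA of each cow was sequenced as 100 bp paired-end reads. The paper aligned the reads to the bovine genome UMD3.1 with TopHat2, removed reads with more than 2 mismatches or with several mapping hits, and counted the remainder on Ensembl genes with HTSeq. The authors deposited CPM, the reads of a gene scaled by the reads on all annotated genes of the cow, for 24616 genes, of which 19188 were above 0 in at least 1 cow. Because CPM are whole multiples of what 1 read was worth in a library, the reads behind them could be recovered. At a tolerance of 0.02, 100% of the values came out whole. Between 16099131 and 32252177 reads per cow lay on genes, with a median of 20621803 for AH, 19610798.5 for CS and 24913740.5 for RS, or 403.8 M reads over the 18 cows. These are the reads the CPM rest on, while the 28.2 to 47.9 M mapped reads per sample are the paper's. A gene without a read could have reached 0.186 CPM in the library with the fewest reads and 0.0930 CPM in the one with the most (3 reads). The 10 most abundant genes took 11.7% to 24.0% of the CPM of a cow. From there, genes with CPM over 1 in at least 3 of 6 cows of at least 1 diet (13284 genes) were compared on log2(CPM + 0.5), which understates the changes of genes with few reads. One limma model with an intensity trend covered all 18 cows. A gene was called DE at a Benjamini-Hochberg adjusted p under 0.05 and a more than 2-fold ratio of arithmetic mean CPM, the definition in the paper's methods. Every log2 ratio below is that ratio, with a standard error from the spread between cows, while the adjusted p comes from limma. Single genes were also compared by two-sided exact permutation tests over all relabellings of 6 cows against 6, which allow no p below 0.0022. Like limma, these tests concern the difference in mean log2(CPM + 0.5), not the ratio of arithmetic means beside which their p is printed. The 2 measures can part where single cows are high, and in AH vs. RS they had opposite signs for 2 genes of Table S1. Gene symbols were taken from the paper's Table S1, which pairs 73 of the identifiers with names. Reads of genes with near-identical copies were partly removed with the multiply mapped reads, so the levels of *HLA-DQA1*, *HLA-DQB1*, *LAP*, *TAP*, *UGT2B17*, *SAA1*, *HSPA1A* and *IGLL1* are uncertain.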

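A gene was counted as detected in a diet when its CPM was over 1 in at least 3 of the 6 cows. Of the 13284 genes that passed in at least 1 diet, 12646 passed in all 3 diets. The genes that passed in a single diet lay close to the threshold. Those of AH had a median of the mean CPM of 1.04 in AH cows and of 0.743 in the other cows, and 64 of the 102 passed in exactly 3 cows. In CS the medians were 1.01 and 0.767, with 64 of 83 genes passing in exactly 3 cows, and in RS they were 1.15 and 0.723, with 93 of 131. A mean CPM more than 2-fold above that of both other diets was found for 13 of the AH genes, 7 of the CS genes and 27 of the RS genes. Among 100 groupings of the 18 cows into 3 groups of 6, with the rule of 3 of 6 cows, the median number of genes detected in a single group was 98 in the places of AH and CS and 103 in that of RS. When CPM over 1 was asked of all 6 cows, 266 genes were detected in AH alone, 54 in CS alone and 197 in RS alone, and groupings were not run for this rule. With it a diet can count no more genes than its cow with the fewest genes over 1 CPM. That cow had 12445 such genes in AH, 12066 in CS and 12340 in RS, so these counts do not by themselves show an effect of diet.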

Totally, the expression of 12,943, 12,935, and 13,020 genes was detected in the rumen epithelia and 102, 83, and 131 of them expressed uniquely when cows fed AH, CS and RS diets, respectively (Additional file 1: Figure S1-A). 

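Genes were ranked by their mean CPM over the 18 cows, and the CPM of the most abundant ones were added up. The first gene held 7.86% of the total, the first 10 genes 17.5% and the first 100 genes 36.7%. A share of 80% was reached with 2490 genes, the last of which had a mean CPM of 65.3. Ranked within single cows, between 1710 and 3084 genes were needed, with a median of 2362 in AH, 2463 in CS and 2474.5 in RS.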

The predominant 2490 genes covered more than 80% abundance of total mapped reads (Additional file 1: Figure S1-B), with predominant functions in translation, ribosomal protein, and structural molecule activity.

### Dietary effects on gene expression in rumen papillae

A total of 31, 40, and 28 DE genes were identified from the comparison of AH vs. CS, AH vs. RS, and RS vs. CS, respectively (FDR < 0.05, Additional file 2: Table S1). 

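With limma, 1 gene was DE in AH vs. CS and 1 in AH vs. RS. In RS vs. CS 0 genes were DE, and the lowest adjusted p was 0.426. An unadjusted p under 0.05 was found for 249, 238 and 171 genes in the 3 comparisons. Of 100 splits of the 12 cows of each, the real one included, 81, 60 and 72 gave as many, and the medians of the other splits were 565, 287 and 323 genes. The DE gene was *S100A9* (ENSBTAG00000006505), which encodes a calcium-binding protein, in both comparisons. It reached 445 ± 151 CPM (SD, n = 6) in AH, 1710.2 ± 498 in CS and 1781 ± 450.4 in RS. Its log2 ratio was -1.94 in AH vs. CS (standard error 0.26, adjusted p = 0.0062 from limma) and its adjusted p in AH vs. RS was 0.0040 (standard error of the log2 ratio 0.25). All 6 AH cows lay below every CS and every RS cow (exact permutation test, p = 0.0022 in each comparison, the smallest p the design allows). With single cows left out in turn, the log2 ratio stayed between -2.03 and -1.77 in AH vs. CS and between -2.10 and -1.83 in AH vs. RS. When only the 12 cows compared entered the model, 0 genes were DE in AH vs. CS (214 at an unadjusted p under 0.05). The adjusted p of *S100A9* was then 0.0581, the highest of a range that began at 7.8e-09 over 33 settings chosen before the data had been seen. Without the sixth RS cow, 5 genes were DE in AH vs. RS and 6 in RS vs. CS, of which 1 and 0 are in Table S1. The 6 genes had no symbol, were at 0 CPM in the sixth RS cow and were present in the fourth AH cow. They include ENSBTAG00000017121, for which carried-over RNA could not be told apart from an effect of the RS diet. The choice of test moved the counts most. On the recovered reads, edgeR's exact test with a common dispersion for all genes called 126 genes in AH vs. CS, 119 in AH vs. RS and 97 in RS vs. CS, DESeq2 called 5, 7 and 0, and edgeR's quasi-likelihood test called 1, 1 and 0. On simulated data with 200 genes changed in AH, the false calls in AH vs. CS, AH vs. RS and the comparison of RS with CS, where no gene was changed, were 147, 104 and 89 for the exact test, 23, 20 and 4 for DESeq2 and 7, 6 and 0 for the quasi-likelihood test. An edgeR model with a common dispersion on CPM, chosen after the data had been seen, called 42, 49 and 35 genes. Its calls held all 31, 40 and 28 genes of Table S1. On the simulated data its false calls were 62, 46 and 28. The genes of Table S1 had the direction given there in 31 of 31, 40 of 40 and 28 of 28 cases. These genes had a more than 2-fold ratio in 30, 36 and 24 cases. An unadjusted p under 0.05 was found for 11, 27 and 4 of them. Adjusted over the list alone, 8, 24 and 0 passed, which is not independent evidence, since the study chose the list on these samples. *S100A8* (ENSBTAG00000012640), whose product pairs with that of *S100A9*, had 3239 ± 1048 CPM in AH against 6814 ± 2573 in CS and 7581 ± 2036 in RS, and its adjusted p in AH vs. RS was 0.310 (log2 ratio -1.23, standard error 0.25), with all 6 AH cows below every RS cow (exact permutation p = 0.0022, and 0.0108 in AH vs. CS). The antimicrobial peptide gene *TAP* (ENSBTAG00000048171) had the largest fall among the genes of Table S1 in both comparisons, with 38.6 ± 39.8 CPM in AH, 333 ± 297 in CS and 326 ± 164 in RS, and its adjusted p was 0.507 in AH vs. CS and 0.271 in AH vs. RS. All 6 AH cows lay below every RS cow for *TAP* as well (exact permutation p = 0.0022, and 0.0065 in AH vs. CS).

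**Figure D1:**
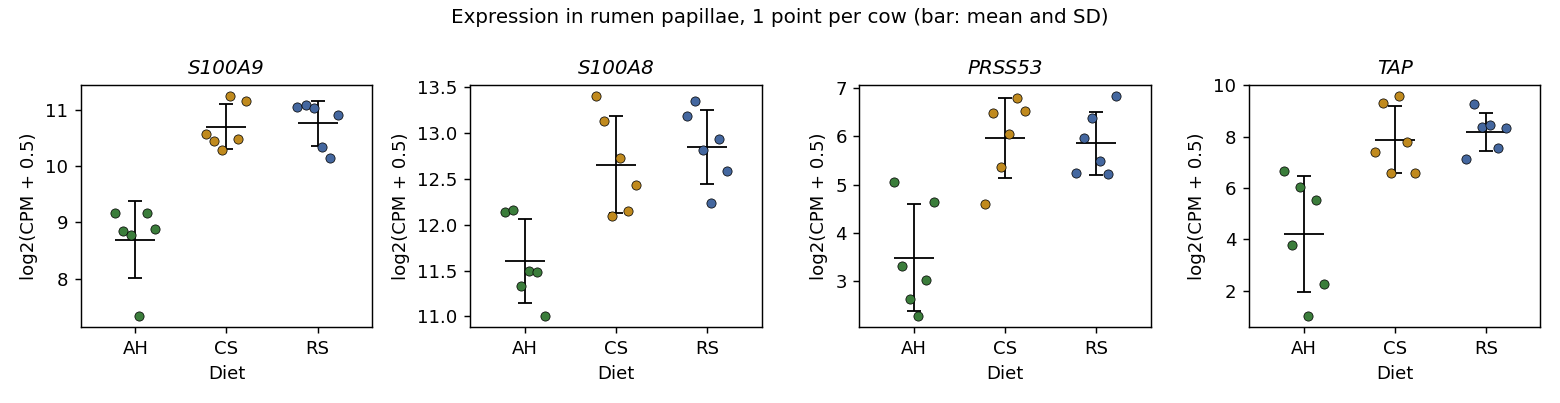
Expression of *S100A9*, *S100A8*, *PRSS53* and *TAP* as log2(CPM + 0.5) on the vertical axis, with 1 point per cow for the AH, CS and RS diets and bars for the mean and SD of 6 cows. The AH cows lie between 161 and 575 CPM for *S100A9*, under every CS and RS cow, and for *S100A8*, *PRSS53* and *TAP* they lie under every RS cow but overlap with the CS cows.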

Among DE genes identified in AH vs. CS, 13 of them were up-regulated (log_2_FC ranged from 1.01 to 2.99), while 18 genes were down-regulated (log_2_FC ranged from -3.25 to -1.18). Similarly, 22 and 24 DE genes from the comparison of AH vs. RS (log_2_FC ranged from 1.01 to 2.45). and RS vs. CS (log_2_FC ranged from 1.02 to 2.82), respectively, were up-regulated, while 18 (log_2_FC ranged from -3.12 to -1.01) and four (log_2_FC ranged from -1.87 to -1.02) of them were down-regulated respectively.

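The genes of Table S1 were compared by their recomputed ratios of mean CPM in AH vs. CS. Across the 13 listed as higher, the log2 ratio ran from 0.99 (*ARG1*) to 2.77 (*MT-ATP8*), with a median of 1.48. Among them, 1 reached an unadjusted p under 0.05 with limma, and 0 did so in the exact permutation test. The 18 genes listed as lower had log2 ratios from -3.11 (*TAP*) to -1.00 (*HSPB8*), with a median of -1.46. Of these, 10 reached an unadjusted p under 0.05 with limma and 7 in the exact permutation test. The ratio of median CPM pointed the other way for 1 of the 13 genes and for 5 of the 18.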

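In AH vs. RS, recomputed log2 ratios of the genes of Table S1 lay between 1.00 (*SLC14A1*) and 2.45 (*SLURP1*) for the 22 higher genes and between -3.08 (*TAP*) and -0.81 (*HSPB8*) for the 18 lower genes. An exact permutation p under 0.05 was found for 11 of the 22 and for 11 of the 18. In RS vs. CS the 24 higher genes ran from 0.95 (*C7*) to 2.61 (*MT-ATP8*) and the 4 lower genes from -1.95 (*ADAM28*) to -0.94 (*RGS1*). The exact p was under 0.05 for 3 of the 24 and 2 of the 4. The ratio of median CPM had the other sign for 3 of the 18 lower genes in AH vs. RS and for 3 of the 24 higher genes in RS vs. CS.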

### Function and pathway analysis of differentially expressed genes under different diets

The functional analysis using DAVID revealed that DE genes under three dietary comparisons were involved in different functions (Table 4). 

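Several genes whose products bind calcium differed between the mean CPM of AH and CS cows. Peptidylarginine deiminase *PADI1* (ENSBTAG00000002138) had 22.4 ± 20.6 CPM (SD, n = 6) in AH and 7.16 ± 2.75 in CS, a log2 ratio of 1.65 (standard error 0.59), and its exact permutation p was 0.160. *RCN1* (ENSBTAG00000047362) was at 41.1 ± 29.9 CPM in AH and 20.3 ± 8.98 in CS, and its log2 ratio of 1.02 became 0.52 without the third AH cow. The transglutaminase gene *TGM3* (ENSBTAG00000001785) went the other way, from 478 ± 282 CPM in AH to 1121 ± 669 in CS (log2 ratio -1.23, exact permutation p = 0.0866). For the lactoperoxidase gene *LPO* (ENSBTAG00000012780) the means were 11.7 ± 8.52 and 26.8 ± 29.1 CPM, and the log2 ratio of -1.20 became -0.39 without the fifth CS cow. The adjusted p of each of these 4 genes was 1.00 with limma, so none of them was DE at this number of tests. This does not place each difference within the spread between cows, since the unadjusted p of *TGM3* from limma was under 0.05. Among the other genes that the paper groups under calcium ion binding, only *S100A9* was DE (adjusted p = 0.0062 from limma). The exact permutation p was 0.0065 for *AIF1* and 0.0108 for *S100A8*, but 0.353 for *DSG1* and 0.403 for *EFEMP1*.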

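Complement genes were compared between RS and CS. *C3* (ENSBTAG00000017280) had 79.5 ± 54.8 CPM (SD, n = 6) in RS and 35.7 ± 9.05 in CS, a log2 ratio of 1.15 (standard error 0.43), with an exact permutation p of 0.0411. For *C7* (ENSBTAG00000011766) the means were 92.6 ± 79.1 and 47.8 ± 36.7 CPM (log2 ratio 0.95, exact permutation p = 0.240). The third RS cow had 214 CPM of *C7*, and without it the log2 ratio of this gene fell to 0.52. With limma the adjusted p of each of these 2 genes was 1.00.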

The identified DE genes including *DSG1*, *EFEMP1*, *S100A9*, *LPO*, *PADI1*, *S100A8*, *AIF1*, *RCN1*, and *TGM3*, from AH vs. CS were involved in calcium ion binding (*P* = 2.0E-4), while identified DE genes including *C3*, *C7*, and *CFH* from RS vs. CS were involved in complement activation (*P* = 4.8E-3). 

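Secreted proteins were among the products of the genes that differed in mean CPM between AH and RS. *SLURP1* (ENSBTAG00000016209) stood at 54.6 ± 53.1 CPM (SD, n = 6) in AH and 9.98 ± 5.16 in RS, a log2 ratio of 2.45 (standard error 0.65, exact permutation p = 0.0195). *CRISP3* (ENSBTAG00000012918) had 89.2 ± 78.8 and 27.6 ± 22.8 CPM (log2 ratio 1.69, exact permutation p = 0.266), and *APOLD1* (ENSBTAG00000002362) had 42.0 ± 30.9 and 18.7 ± 6.76 (log2 ratio 1.17, exact permutation p = 0.0649). Lower in AH were complement genes *C2* (ENSBTAG00000007450), at 10.3 ± 8.05 against 29.2 ± 11.7 CPM, and *CFB* (ENSBTAG00000046158), at 77.1 ± 55.8 against 149.7 ± 36.3. Their log2 ratios were -1.51 (standard error 0.52, adjusted p = 0.338 from limma, exact permutation p = 0.0087) and -0.96 (standard error 0.45, adjusted p = 1.00, exact permutation p = 0.0195). The peptide gene *LAP* (ENSBTAG00000027225) had 18.6 ± 13.8 CPM in AH and 58.9 ± 36.6 in RS (log2 ratio -1.67, exact permutation p = 0.0303). DESeq2 on the recovered reads called *SLURP1*, and the main test called none of these 6 genes.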

The DE genes including *S100A9*, *APOLD1*, *C2*, *CFB*, *CRISP3*, *LAP*, *PI3*, *SLURP1*, and *TAP* between AH and RS, were predicted to impact extracellular region (*P* = 5.9E-4). The functional classification determined using PANTHER showed that the DE genes were mainly involved in of the functions of stimulus response, developmental processes, biological adhesion, apoptotic processes, biological regulation, cellular component organization or biogenesis, cellular processes, immune system processes, localization, and metabolic processes, with different numbers of DE genes for the three pair-wise comparisons (Fig. 3).

**Table 4:** Enriched functions of dietary differentially expressed genes based on GO terms analyzed using DAVID

Functional term	Count	%	*P*-value	*P*-value (adjusted)	Fold Enrichment	Involved genes
*AH vs. CS*						
calcium ion binding	9	29.0	5.3E-6	2.0E-4	8.2	*DSG1, EFEMP1, S100A9, LPO, PADI1, S100A8, AIF1, RCN1, TGM3*
*AH vs. RS*						
extracellular region	9	22.5	1.3E-5	5.9E-4	7.7	*S100A9, APOLD1, C2, CFB, CRISP3, LAP, PI3, SLURP1, TAP*
*RS vs. CS*						
complement activation, alternative pathway	3	10.7	5.1E-5	4.8E-3	256.9	*C3, C7, CFH*

^1^AH = Total mixed ration (TMR) containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage

**Fig. 3:**
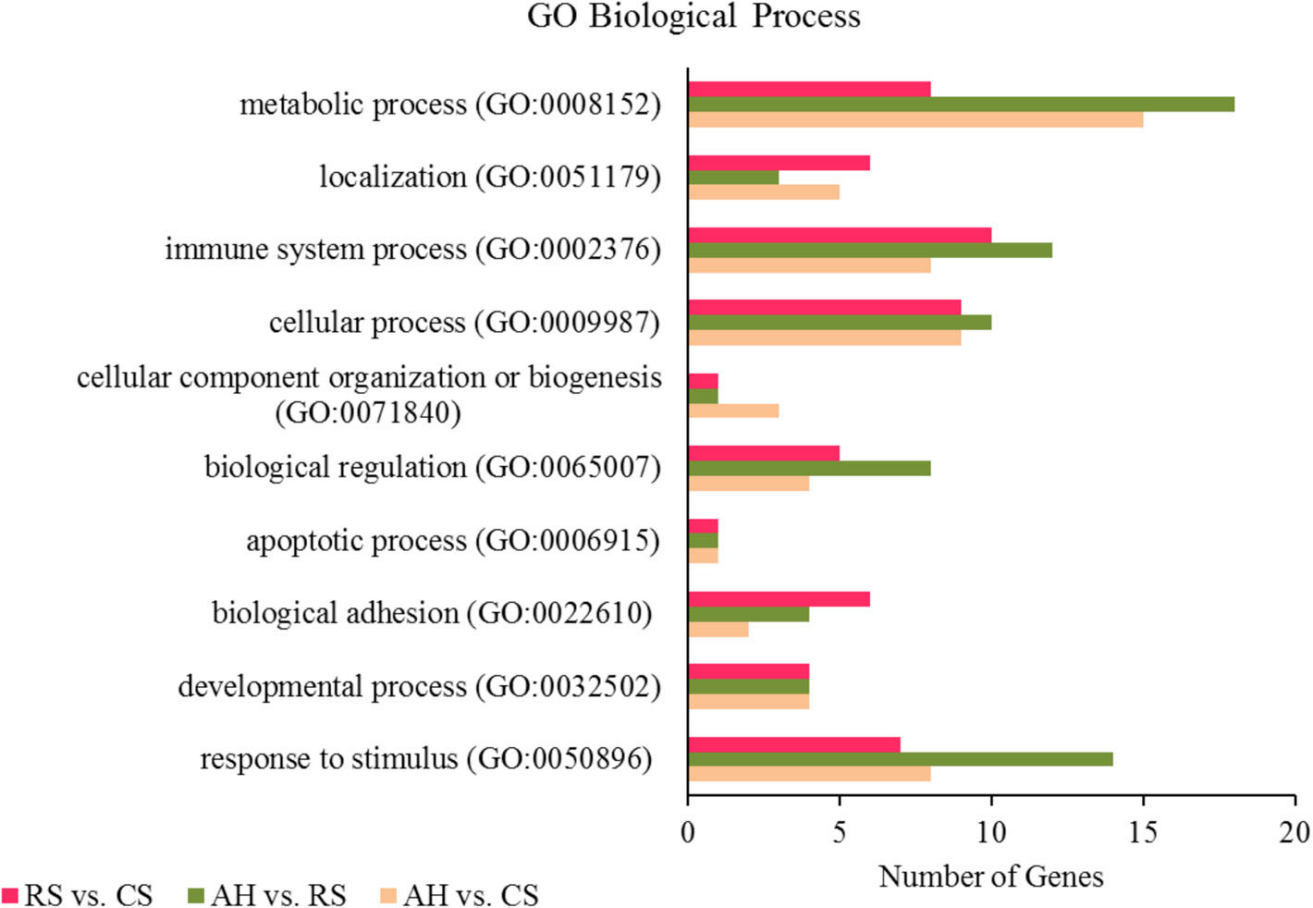
Functional classification involved in biological process targeted by dietary DE genes in the rumen of dairy cows fed three different diets. AH = Total mixed ration (TMR) containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage

The KEGG pathways of DE genes were analyzed among the three pair-wise comparisons. Only one KEGG pathway, complement and coagulation cascades, was enriched (*P* < 0.01; Additional file 3: Figure S2) in the comparison between RS and CS.

### Diet-associated DE genes

According to Venn diagrams analysis, the dietary associated DE genes were further identified (Fig. 4). A total of 15, 6, and 4 genes were identified as AH associated DE genes, CS associated DE genes, and RS associated DE genes, respectively. 

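By the limma calls, the DE genes shared by the comparisons of a diet numbered 1 for AH (*S100A9*), 0 for CS and 0 for RS. Comparisons that share a diet share its cows, so some overlap arises with no effect of diet. When the 18 cows were regrouped into 3 groups of 6, 100 times, the median number of shared DE genes was 0 in the place of each diet. Of the 15 genes that the paper's Table S1 lists in both comparisons of AH, 9 had an unadjusted p under 0.05 in both (*AIF1*, *LAP*, *PI3*, *PRSS53*, *S100A8*, *S100A9*, *SLURP1*, *TAP* and *TGM3*). Of the 7 it lists in both comparisons of CS and the 4 it lists in both of RS, 0 did. In the exact permutation test, p was under 0.05 in both comparisons for 6 of the 15 genes of AH, 0 of the 7 of CS and 1 of the 4 of RS.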

Among AH associated DE genes, the expression of *PI3*, *AIF1*, *HSPB8*, *BAG3*, and *PRSS53* were down-regulated, while the expression of *DSG1* and *ARG1* were up-regulated. Similarly, for CS associated DE genes, the expression of *MT-ATP8* and *EFEMP1* were down-regulated, while the expression of RS associated DE genes *HLA-DQA1* and *HLA-DQB1* were up-regulated.

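The protease inhibitor gene *PI3* (ENSBTAG00000039028) had 64.2 ± 50.1 CPM (SD, n = 6) in AH, 391 ± 385 in CS and 468 ± 281 in RS. Its log2 ratio was -2.61 in AH vs. CS (standard error 0.74, exact permutation p = 0.0433) and -2.87 in AH vs. RS (standard error 0.58, exact permutation p = 0.0022), with every AH cow below every RS cow. *AIF1* (ENSBTAG00000020554), a gene of macrophages, was at 16.4 ± 7.79, 35.1 ± 7.55 and 34.2 ± 5.40 CPM in AH, CS and RS, and 5 of 6 AH cows lay below all cows of each other diet (exact permutation p = 0.0065 and 0.0043). *PRSS53* (ENSBTAG00000031551) was at 14.0 ± 11.7, 70.0 ± 33.0 and 62.7 ± 30.4 CPM, with log2 ratios of -2.32 and -2.16 (adjusted p = 0.178 and 0.271 from limma, exact permutation p = 0.0065 and 0.0022), all 6 AH cows lay below every RS cow, and DESeq2 called it in both comparisons. In the CPM, the differences of the heat shock genes rested on single cows. *BAG3* (ENSBTAG00000013641) reached 1077 CPM in the second CS cow and 783 in the fifth RS cow, and no other CS or RS cow exceeded the highest AH cow at 221 CPM. Its log2 ratio was -1.33 (standard error 1.14) in AH vs. CS and -0.93 (standard error 1.09) in AH vs. RS, and 0.53 and 0.75 without the respective cow. *HSPB8* (ENSBTAG00000001303) had 649.9 and 598 CPM in the same cows, and its log2 ratios in AH vs. CS and AH vs. RS became 0.45 and 0.83 without them. By quantitative PCR, the paper reports both genes higher in RS than in AH, and *HSPB8* higher in CS, with a tendency for *BAG3*. PCR values of single cows were not analysed here, so whether these differences rest on the same cows stays open. *DSG1* (ENSBTAG00000013831) had 34.5 ± 40.5 CPM in AH, 12.4 ± 6.11 in CS and 11.7 ± 10 in RS (log2 ratio 1.48 and 1.56, exact permutation p = 0.353 and 0.247). Without the sixth AH cow, at 101 CPM, these ratios were 0.77 and 0.85. The paper's PCR gave lower *DSG1* in CS and in RS than in AH. *ARG1* (ENSBTAG00000012403) had 147 ± 115, 74.4 ± 48.5 and 66.7 ± 34.2 CPM (log2 ratio 0.99 and 1.14, exact permutation p = 0.199 and 0.160). Without the sixth AH cow, at 359 CPM, the ratios of *ARG1* were 0.50 and 0.66. From the difference in *HSPB8* and *BAG3*, whose products target misfolded proteins to macroautophagy, the paper proposes that epithelial cells of cows fed CS and RS might undergo this process because these diets supply less energy and fewer nutrients.

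**Figure D2:**
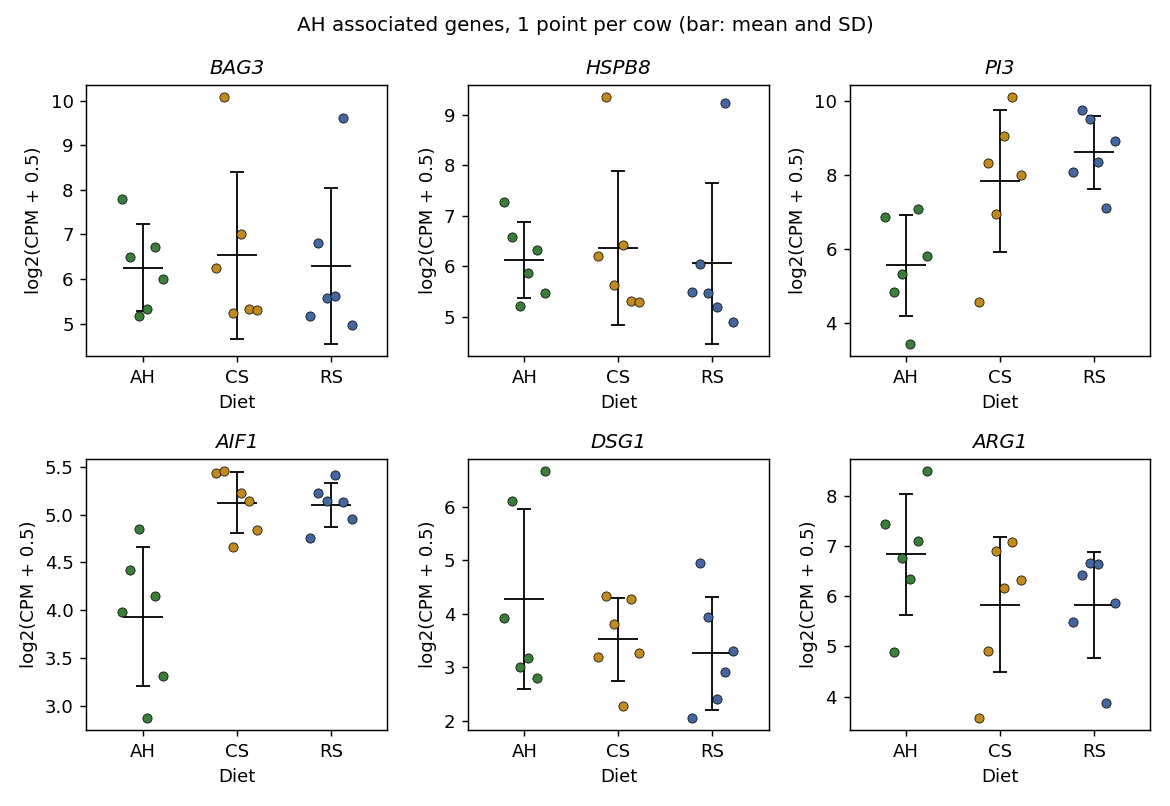
Expression of *BAG3*, *HSPB8*, *PI3*, *AIF1*, *DSG1* and *ARG1* as log2(CPM + 0.5) on the vertical axis, with 1 point per cow for each diet and bars for the mean and SD of 6 cows. For *BAG3* and *HSPB8* 1 CS cow and 1 RS cow lie far above all others, whereas for *PI3* the 6 AH cows lie below the 6 RS cows.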

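*MT-ATP8* (ENSBTAG00000043564), a gene of the mitochondrial genome that overlaps *MT-ATP6* and whose level is therefore uncertain, was either high or nearly absent in single cows. It had 641 and 2065 CPM in the fifth and the sixth AH cow, 393 in the third CS cow, and 1161, 610.4 and 646 in the second, the fourth and the sixth RS cow, while the other 12 cows had between 0.436 and 3.49 CPM. Its log2 ratio was 2.77 in AH vs. CS (standard error 1.79, exact permutation p = 0.234) and 2.61 in RS vs. CS (standard error 1.59, exact permutation p = 0.214). Without the third CS cow these became 8.87 and 8.71, and without the sixth AH cow the former was 0.97. *EFEMP1* (ENSBTAG00000017448) had 50.7 ± 72.3 CPM (SD, n = 6) in AH, 17.9 ± 14.7 in CS and 59.1 ± 83.0 in RS (exact permutation p = 0.403 in AH vs. CS and 0.247 in RS vs. CS, where the log2 ratio was 1.72). The third AH cow had 192 and the third RS cow 219 CPM, and without the respective cow the log2 ratios were 0.32 and 0.60. *HLA-DQA1* (ENSBTAG00000037605), which encodes a chain of an antigen-presenting MHC class II molecule, lay at 11.6 CPM or more in 3 AH, 2 CS and 4 RS cows and at 2.86 CPM or less in the other 9 cows. Its log2 ratio was 1.56 in RS vs. CS (standard error 1.10, exact permutation p = 0.314) and -1.26 in AH vs. RS (standard error 0.91, exact permutation p = 0.290). With single cows left out in turn, these ratios ran from 1.28 to 3.17 and from -2.18 to -0.98. By quantitative PCR, whose values of single cows were not analysed here, the paper reports *HLA-DQA1* higher in RS than in AH and in CS. *HLA-DQB1* (ENSBTAG00000019588) had 42.8 ± 34.8 CPM in RS, 13.2 ± 8.47 in CS and 19.1 ± 6.10 in AH (log2 ratio 1.70 in RS vs. CS, exact permutation p = 0.147). The adjusted p of these 4 genes was 1.00 with limma in the comparisons of CS and of RS.

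**Figure D3:**
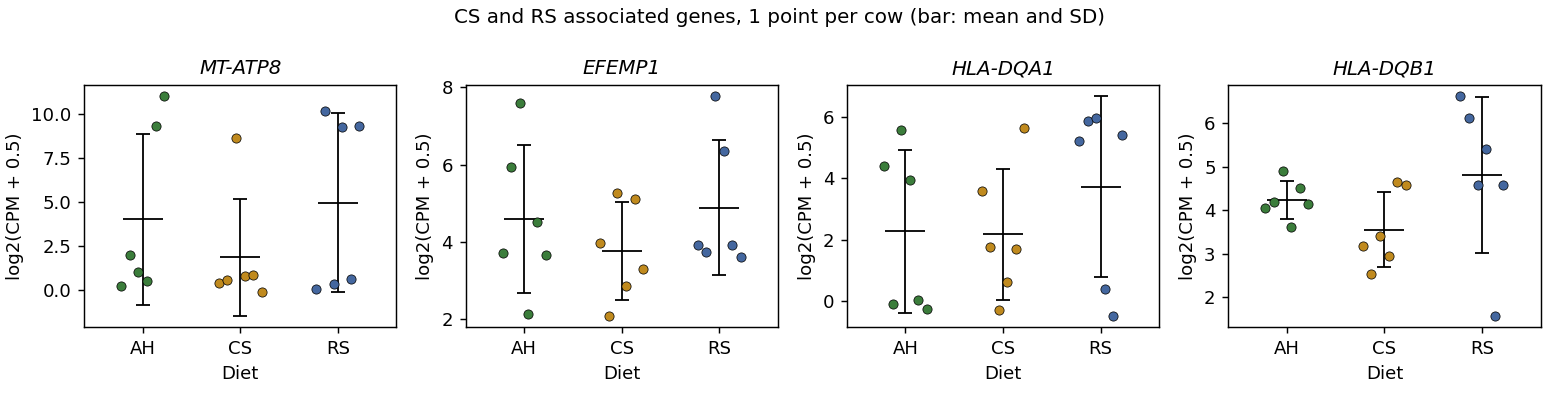
Expression of *MT-ATP8*, *EFEMP1*, *HLA-DQA1* and *HLA-DQB1* as log2(CPM + 0.5) on the vertical axis, with 1 point per cow for each diet and bars for the mean and SD of 6 cows. *MT-ATP8* falls on separate high and low levels within each diet, and *HLA-DQA1* does so in AH and in RS.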

**Fig. 4:**
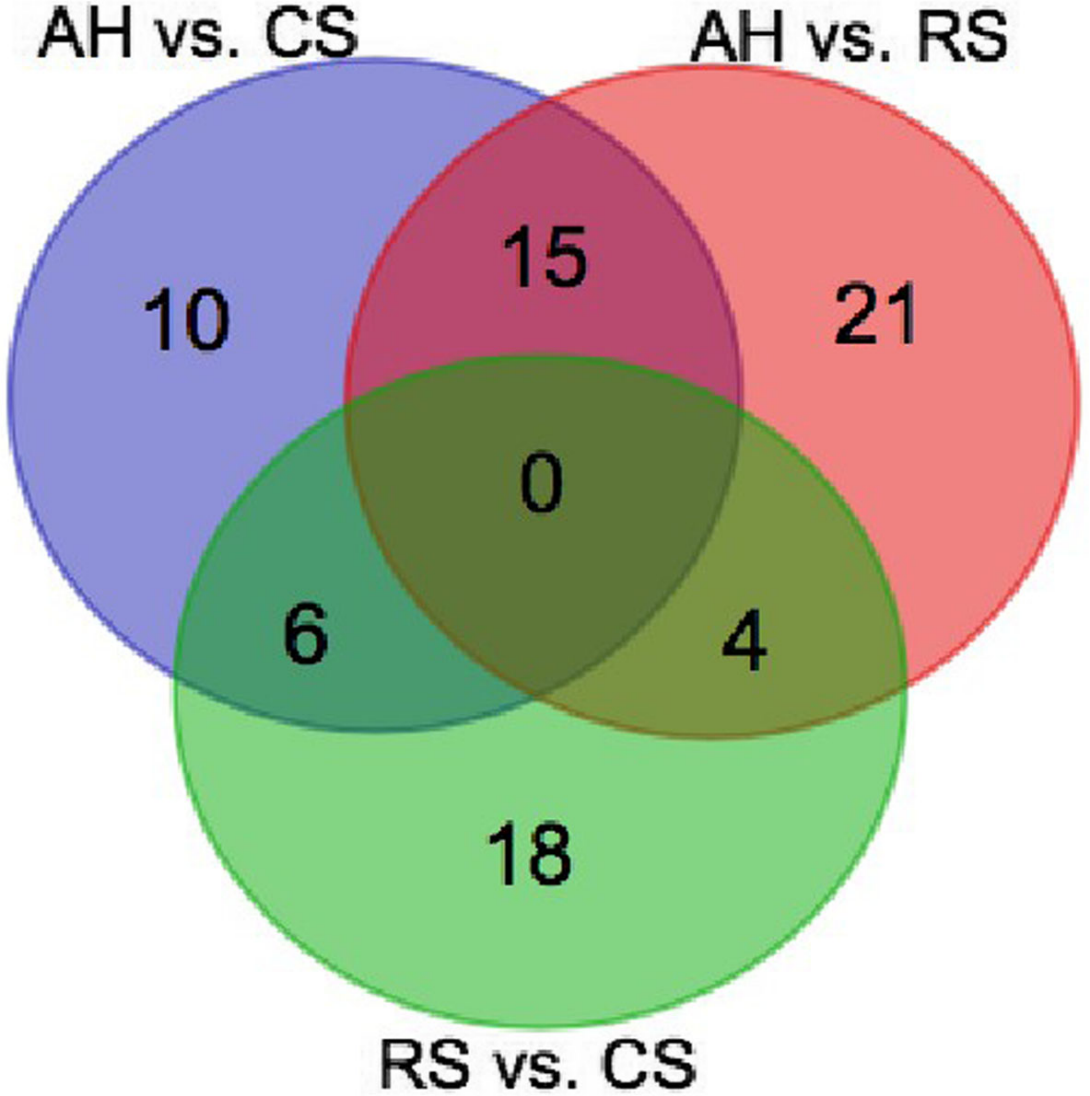
The dietary associated differentially expressed (DE) genes. AH associated DE genes, the mutually DE genes between AH vs. CS and AH vs. RS; CS associated DE genes, the mutually DE genes between CS vs AH and CS vs. RS; RS associated DE genes, the mutually DE genes between RS vs AH and RS vs. CS. AH = Total mixed ration (TMR) containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage

### Association between ruminal fermentation characteristics and dietary DE genes

The relationships between ruminal fermentation characteristics and DE genes were further explored using correlation analysis. In total, the expression of 12 genes were significantly correlated with at least one of the fermentation parameters (VFAs) regardless of diet, with three of them (*C3, C7,* and *IFI47*) positively correlated with butyrate concentration (*P* < 0.05) and nine of them (*C2*, *Gm8618*, *KRT36*, *LPO*, *PI3*, *PRSS53*, *S100A9*, *SAA1*, and *TGM3*) negatively correlated with at least one of the fermentation parameters (*P* < 0.05) (Table 5). Among them, *C7* and *SAA1* were DE and their expressions were correlated with the concentration of total VFA and acetate, propionate respectively, under AH. Similarly, *LPO* and *PI3* were DE and correlated with total VFA, acetate, and propionate, and DE *KRT36* was correlated with the four characteristics under CS. 

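Concentrations of volatile fatty acids in single cows were not analysed here, so the expression side of these relations was compared between genes. For the 8 genes that the paper's Table 5 relates to total VFA over all diets (*C2*, *KRT36*, *LPO*, *PI3*, *PRSS53*, *S100A9*, *SAA1* and *TGM3*), the log2(CPM + 0.5) of each pair was correlated over the 18 cows. Pearson's r was above 0 for all 28 pairs, from 0.0331 to 0.893 with a median of 0.459. In a family of 33 relations, 11 of the 28 pairs had a Benjamini-Hochberg adjusted permutation p under 0.05. Without the 2 cows farthest from the median of the first gene, 23 pairs had an r above 0 and 5 had an adjusted p under 0.05. The highest r was that of *PI3* with *TGM3* (rho 0.878, permutation p = 1e-05 for both, adjusted p = 0.00022), and it was 0.814 without the 2 cows. Cows of all diets were pooled, so a difference between diets that both genes of a pair share also raises their r. All 8 genes had their lowest mean CPM in AH, so these r do not show a relation within a diet.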

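Within AH, *C7* ranged from 4.54 CPM in the fourth cow to 458 in the third, with a mean of 105 ± 176 (SD, n = 6). The log2 ratio of *C7* in AH vs. CS was 1.13 (standard error 1.09, exact permutation p = 0.924), and it turned to -0.48 without the third AH cow. *SAA1* (ENSBTAG00000010433), which encodes an acute phase protein, had 10.9 ± 10.2 CPM in AH and 30.9 ± 30.8 in RS (log2 ratio -1.51, standard error 0.81, exact permutation p = 0.184). Without the first RS cow, at 88.6 CPM, this ratio was -0.83. The first and sixth AH cows had 23.9 and 24.1 CPM of *SAA1*, and the other 4 between 2.43 and 5.37.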

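Among the CS cows, the first had 23.4 CPM of *PI3* and 3.69 of *LPO*, while the fifth had 1093 and 84.2. Pearson's r between *LPO* and *PI3* was 0.939 on the log2 scale (exact permutation p = 0.0125 over 720 pairings, adjusted p = 0.0375 in the family of 33 relations) and Spearman's rho was 0.829 (exact permutation p = 0.0583). The keratin gene *KRT36* (ENSBTAG00000046124) was at 83.4 CPM in the fifth CS cow and between 0.373 and 9.45 in the others, so that its log2 ratio of -3.03 in AH vs. CS (standard error 1.25) was -0.50 without this cow. Its r was 0.663 with *LPO* (rho 0.543, exact permutation p = 0.183 and 0.297) and 0.480 with *PI3* (rho 0.314, exact permutation p = 0.340 and 0.564), with adjusted p of 0.275 and 0.468. Without the first and the fifth CS cow, r was 0.679 between *LPO* and *PI3*, -0.665 between *LPO* and *KRT36* and -0.839 between *PI3* and *KRT36*. With 4 cows no two-sided exact p can fall below 0.0833, so this does not show whether the relation of *LPO* and *PI3* rests on the cows left out, whereas both r of *KRT36* changed sign without them.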

Under RS, the expression of *C2* (DE) was correlated with the concentration of total VFA and acetate (Table 5).

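In RS, *C2* ranged from 19.9 CPM in the second cow to 49.4 in the first, and it was 20.5, 22.3, 26.4 and 36.7 CPM in the fifth, the sixth, the fourth and the third. The mean in CS was 14.9 ± 4.45 CPM (SD, n = 6), a log2 ratio of 0.97 in RS vs. CS (standard error 0.29, exact permutation p = 0.0065), and 4 of the 6 RS cows lay above every CS cow.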

**Table 5:** Correlations between the concentration of volatile fatty acids and expression of detected genes (*P* < 0.05, *n* = 18 vs. *n* = 6) in dairy cows fed with three experimental forage-based diets

Genes	Total VFA	Acetate	Propionate	Butyrate
All^a^				
*C2*	−0.51	−0.61		
*C3*				0.54
*C7*				0.47
*Gm8618*		−0.49		
*IFI47*				0.54
*KRT36*	−0.52		−0.48	−0.60
*LPO*	−0.52			−0.67
*PI3*	−0.56	−0.55		
*PRSS53*	−0.63	−0.62	−0.48	
*S100A9*	−0.61	−0.64	−0.48	
*SAA1*	−0.52	−0.54	−0.52	
*TGM3*	−0.52	−0.53		
AH^b^				
*C7*	0.88	0.88		
*SAA1*			−0.91	
CS^c^				
*LPO*	−0.95	−0.92	−0.88	
*PI3*	−0.91	−0.88	−0.86	
*KRT36*	−0.93	−0.84	−0.94	−0.88
RS^d^				
*C2*	−0.86	−0.86		

^a^All, based on analysis with all 18 animals

^b^AH = Total mixed ration (TMR) containing alfalfa hay as the main forage

^c^CS = TMR containing corn stover as the main forage

^d^RS = TMR containing rice straw as the main forage

### Association between rumen epithelial morphology phenotype and dietary associated DE genes

We further investigated the correlations between morphological traits (WP) and gene expression (Table 6). In total, the expressions of two genes were significantly correlated with WP regardless of diet: *HLA-DQA1* (*R* = 0.52, *P* < 0.05) positively correlated with WP, and *UGT2B17* (*R* = -0.69; *P* < 0.01) negatively correlated with WP. Among them, the DE gene *HLA-DQA1* was also correlated with WP under RS diet (*R* = 0.94; *P* < 0.01), and *UGT2B17* was also correlated with WP under CS (*R* = -0.94; *P* < 0.01) and RS diet (*R* = -0.96; *P* < 0.01).

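Papilla widths of single cows were not analysed here. In the first to the sixth RS cow, *HLA-DQA1* had 36.6, 58.6, 62.7, 0.819, 0.21 and 42.0 CPM, and *UGT2B17* (ENSBTAG00000039991) had 35.8, 18.3, 19.4, 61.5, 56.2 and 33.9 CPM. Because *HLA-DQA1* falls on separate levels of 2 and 4 cows in RS, which are too few for a correlation within each, no r over the RS cows is given. Over the 9 cows of all diets with 2.86 CPM of *HLA-DQA1* or less, its r with *UGT2B17* was -0.0106 (rho -0.0333, exact permutation p = 0.978 and 0.948), and over the 9 cows with 11.6 CPM or more r was -0.564 (rho -0.567, exact permutation p = 0.117 and 0.121), with adjusted p of 0.978 and 0.203. Without the 2 cows farthest from the median, r was 0.199 and -0.397. These values bear neither on the step between the levels nor on the relation within RS.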

**Table 6:** Correlation between the rumen morphology and the expression of differential expressed genes (*P* < 0.05, *n* = 18 vs. *n* = 6) in dairy cows fed with three experimental forage-based diets

Item	R	Item	R
All^a^		CS^b^	
*HLA-DQA1*	0.52	*UGT2B17*	−0.92
*UGT2B17*	−0.69	RS^c^	
		*HLA-DQA1*	0.94
		*UGT2B17*	−0.96

^a^All, based on analysis with all 18 animals

^b^CS = Total mixed ration (TMR) containing corn stover as the main forage

^c^RS = TMR containing rice straw as the main forage

### Quantitative real-time PCR validation of expression of ruminal morphology associated genes

The DE genes including *DSG1*, *PRSS53*, *BAG3*, *IGFBP3*, *CYR61*, *HSPB8*, *PI3*, and *HLA-DQA1* were selected for qPCR validation (Fig. 5). The qPCR analysis confirmed that the gene expression of *HLA-DQA1, HSPB8*, *PRSS53*, *BAG3*, and *PI3* was higher (*P* < 0.05) in the rumen epithelial tissue of cows fed with RS, while the expressions of *DSG1*, *IGFBP3*, and *CYR61* (tended, *P* = 0.052) were lower in the RS compared with AH. The expressions of *PRSS53* (*P* < 0.05), *HSPB8* (*P* < 0.05), and *BAG3* (tended; *P* = 0.053) and *PI3* (tended; *P* = 0.066) were greater in cows fed CS, compared with those consumed AH, while the expression of *DSG1* was lower in CS compared with that in AH fed cows (*P* < 0.05). Additionally, the expression of *HLA-DQA1* was greater in RS fed cows compared with CS-fed cows (*P* < 0.05).

**Fig. 5:**
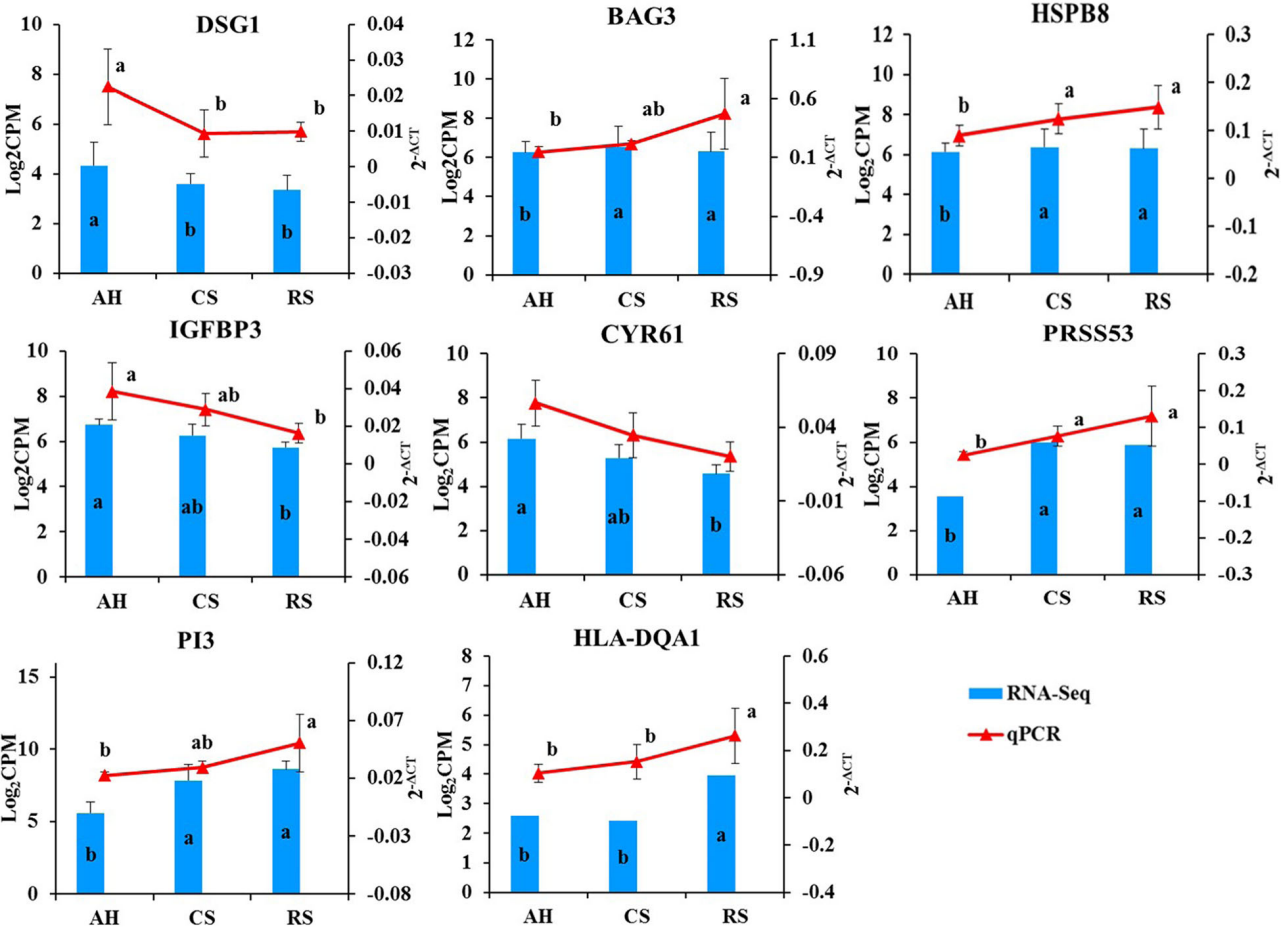
Expression of *DSG1*, *PRSS53*, *BAG3*, *IGFBP3*, *CYR61*, *HSPB8*, *PI3*, and *HLA-DQA1* detected by quantitative real-time PCR validation and RNA-seq. AH = Total mixed ration (TMR) containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage. Note: a-b means within same index column with different superscripts differ (*P* < 0.05; among the three pair-wise comparisons)

## Discussion

RNA-seq is an effective, efficient, and widely used method for conducting analyses in transcriptional status and functional gene discovery [7, 14, 16]. 

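Of the 24616 genes in the deposited table, 12868 had CPM over 1 in at least 9 of the 18 cows. A single cow had between 12066 and 13198 genes with CPM over 1, with medians of 12763.5 in AH, 12638 in CS and 12942.5 in RS.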

The transcripts detected from rumen epithelial tissue in this study with dairy cows were relatively lower compared with the previous study detected from rumen epithelial tissue of beef cattle [35] (12,868 vs. 14,709 transcripts). However, the majority of the transcripts was identified in both studies, with 12,516 common transcripts. In this study, feeding lactating dairy cows with three diets with different forage sources, which varied in feed particle sizes and energy densities, led to changes in rumen papillary morphology and VFAs concentrations in the rumen. By linking dietary composition, rumen fermentation traits, rumen epithelial morphology, and rumen epithelial transcriptomes together, the effects of dietary physical and nutritional factors on rumen epithelial morphology and the underlying mechanisms were identified.

### Nutritional factors

In the current study, we found that the function of AH associated DE gene *DSG1* (up-regulated in cows fed AH, compared with those fed CS and RS) was enriched under the ion-binding function as well as was associated with tight junctions. This gene encodes a member of the desmoglein protein subfamily which has been reported to be involved in epithelial cell proliferation in bovine epidermis and tongue papillae [36]. It has been speculated that ion binding in the rumen may be attributed to the Na^+^-K^-^-ATPase transport system for nutrient absorption [37]. Na^+^-K^-^ pumps are predominately localized to the innermost living cell layers of the stratum spinosum and the stratum germinativum [38]. Increased VFAs absorption by greater Na^+^-K^-^-ATPase activity could prevent possible disturbance of epithelial functions (transport and barrier functions) [39]. The higher amount of VFAs and the greater expression of *DSG1* in cows fed AH diet indicates likely more nutrient transport through RE when animals fed AH diet.

In the meantime, the absorption of the nutrients through the RE consists of active transport and passive transport pathways [40]. The transmural movement of VFAs is a concentration-dependent passive diffusion process, which contributes to the absorption of VFA in addition to the carrier-mediated VFAs transport [41]. The rate of uptake of VFAs through passive pathway can be as high as up to 75% in the RE [42], and the WP of RE could be directly associated with the passive nutrient uptake. Therefore, the increased WP in RS fed animals indicate the potentially lower absorption of VFA which may lead to lower productivity and feed efficiency [18] when compared to AH and CS-fed animals. Moreover, the function of *ARG1* (higher expression in AH compared with CS or RS) has been reported to be involved in catalyzing the hydrolysis of arginine to ornithine and urea in bovine liver [43]. It has been reported that N conversion efficiency in CS or RS-fed cows were lower than that in AH-fed cows [18]. The observed expression differences in genes involved in AA metabolism in RE may further provide the explanation of RE function in N metabolism under different forage-based diets.

In this study, DE gene *C7* (lower expression in CS compared with AH or RS) was enriched in the function of complement activation, alternative pathway, playing an integral role in the assembly of complement complex [44], and *C2*, an activator of the classical complement pathway [44], was enriched in the function of extracellular region. Activation of the complement system forms a major part of the innate immune system, resulting in the formation of complement complex [44]. Complement C2/C7 was involved in the complement component that is a key system for immune surveillance and homeostasis [45]. Serum amyloid A protein (SAA) is an inflammatory factor and plasma SAA is considered as the important acute phase proteins in cattle [46]. Furthermore, the expression of *C2*, *C7*, and *SAA1* was correlated with the concentration of butyrate (positively), total VFA and acetate (negatively), and total VFA, acetate, and propionate (negatively), respectively, regardless of dietary effects. To date, the expression of these genes was not reported from RE, and the findings of its relationship with butyrate and other VFAs under AH or RS may provide the evidence on its function in the rumen health.

In addition, the expression of *LPO* and *KRT36* was negatively correlated with butyrate and total VFA concentration regardless of dietary effects or in CS. Lactoperoxidase (LPO) is an important component of defense mechanism in the body with the antimicrobial and physical properties [47]. Keratins (KRT), the epithelial-specific intermediate filaments, changes in keratin gene expression implied the effect on terminal keratin synthesis, which might affect the epithelium morphology [48]. The previous study found that butyrate infusion could down-regulate the expression of *LPO* and *KRT36* in RE [7]. Moreover, the expression of *PI3* was lower in cows fed AH compared with CS and RS and enriched in the function of extracellular region. The *PI3* gene, which is also known as the elastase-specific inhibitor, is a low-molecular-weight proteinase inhibitor that is synthesized and secreted at the site of neutrophil infiltration [49]. The covalent cross-linking of the *PI3* protein to ECM proteins [50], confers the antimicrobial activity on *PI3* and promotes its involvement in the innate immune system, and protects epithelial surfaces from being infected [51]. Therefore, the down-regulation of *PI3* together with increased VFAs in AH may suggest the protective function against for adverse or irritant factors’ absorption but promoting VFAs’ assimilate from RE, which then improving the animal performance for AH-fed animals. Therefore, the identified DE genes and their relationships with VFAs in response to different forage diets reveal that the observed changes in RE morphology could result from dietary induced VFA changes, especially butyrate, and their effect on gene expression. Future studies are needed to understand the roles of VFAs on the expression of *C2*, *C7*, *SAA1, LPO, KRT36, PI3* and rumen epithelium barrier, nutrient absorption, as well as the pathway of complement and coagulation cascades in RE using *in vitro* and *in vivo* models.

In ruminants, the stimulation of papilla growth by VFAs or concentrates stimulating rumen epithelial functions has also been well described [9], for example, butyrate is a specific inhibitor of ruminal apoptosis as well as a stimulator of papillae proliferation [11]. Additionally, the cellular or tissue proliferation/apoptotic processes in RE could directly affect rumen papillae morphology. In this study, we reported the expression of *BAG3* was down-regulated in cows fed AH and was positively correlated with ruminal WP (Table 6). The *BAG3* has been reported to play an important role in cell proliferation, apoptosis, migration, and invasion [52], suggesting that the lower expression of this gene could be associated with the lower proliferation/apoptotic processes in RE which could subsequently lead to thinner epithelial layer in cows fed AH. In addition, it has been reported that *BAG3* and *HSPB8* (Heat shock protein family B (small) member 8) were chaperone complex targeting misfolded proteins to macroautophagy [53], which is a process that can be activated in response to the nutrient deficiency in eukaryotic cells [54]. HSPB8 is known to recognize the misfolded proteins whereas BAG3 might recruit and activate the macroautophagy machinery [53]. Thus, the expression differences in *HSPB8* and *BAG3* in cows fed CS and RS suggest that the cells of RE might suffer macroautophagy due to the lower energy supply and nutrient availability (VFAs) from these two cereal straw diets.

From the above results, it is suggested that energy density may regulate the immunologic barrier and nutritional transport in ruminal epithelium by influencing ion binding, complement activation, and cell growth, partly induced by altered ruminal VFAs concentration.

### Physical factors

Recent studies have proposed that in addition to nutrients (VFAs or concentrates), fiber particle characteristics (size) and the effective fiber content may also play a key role in rumen muscularization and volume development [55]. In the current study, the observed significant greater rumen papillae width when animals fed with RS, which contains higher peNDF comparing to in CS and AH, further highlights the importance of dietary physical factor in affecting the ruminal morphology.

Particle size can regulate rumen development by altering blood supply to the RE [4]. When cows ingested large quantities of solid rice straw, the RE was exposed to indigestible solid fiber, and the rumen cyclically contracted to mix the solid fiber [56]. Accordingly, the cows fed a diet with a larger particle size (RS diet) may secrete more saliva, since the salivary secretion could be enhanced by an increased intake of physically effective fiber [57]. It has been proposed that rumen development regulation can be mediated through decorin (DCN) and the EGF receptors and that a direct interaction exists between these two receptor to regulate cell growth during remodeling [58]. The EGF, a bioactive peptide [59], stimulates epithelial proliferation and differentiation when supplied to the luminal side of the rumen via the saliva [60]. Intrinsic EGF-like molecules in the digestive tract are known to maintain mucosal integrity by controlling epithelial cell turnover and accelerating the healing of mucosal injuries [61]. Indeed, the expression of gene encoding multiple EGF like domains 8 (*MEGF8*) was positively correlated with the rumen papillae width (*P* = 0.01; *R* = 0.58) although it was not differentially expressed among the diets. Gene expression is not always correlated with the protein expression, therefore, future study is needed to measure the protein level of DCN and MEGF8, in order to provide more information on how these two genes are involved in rumen epithelial cell proliferation. In addition, the expression of *DCN* (decorin) was significantly higher in RS compared to CS-fed animals, which might be attributed to the increase in salivary secretion due to stimulation by a larger dietary particle size [62]. Future studies are needed to measure the salivary secretion difference in AH, RS, and CS-fed cows to verify their role in affecting WP.

In the current study, the expression of *IGFBP3* was lower in cows fed RS compared with those fed AH. 

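*IGFBP3* (ENSBTAG00000003994) had 109.8 ± 33.6 CPM (SD, n = 6) in AH, 53.3 ± 14.1 in RS and 87.7 ± 52.6 in CS. The log2 ratio in AH vs. RS was 1.04 (standard error 0.24, adjusted p = 1.00 from limma, exact permutation p = 0.0065), and 5 of 6 AH cows lay above every RS cow. With single cows left out in turn, it stayed between 0.90 and 1.16.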

The *IGFBP3* has been well characterized to have functions opposing IGF-1 events [63]. IGF-1 is reported to be involved in rumen epithelial growth, as it induces RE cell proliferation *in vitro* [7]. The cellular events associated with IGF-1 are modulated by the function of IGFBP [64], which may either inhibit or stimulate cellular proliferation or differentiation due to the effects of IGFs [65]. In addition, the down-regulated expression of the *IGFBP3* genes in RE of cows was mainly due to the accelerated cellular migration and postmitotic aging induced by subacute ruminal acidosis, which can influence ruminal epithelial growth [66]. The changes in mRNA abundance of *IGFBP3* in RS cows might be attributed to reduced organization and intercellular adhesion between the cells of the stratum granulosum. This suggests that the physical factor affects the structural integrity of the RE, through influencing the expression of several related genes such as *IGFBP3*. 

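*CYR61* (ENSBTAG00000009844) had 91.4 ± 76.7 CPM (SD, n = 6) in AH and 24.8 ± 9.88 in RS, a log2 ratio of 1.88 (standard error 0.55, exact permutation p = 0.0065). Without the fifth AH cow, at 223 CPM, it was 1.39. *NOV* (ENSBTAG00000002080) had 137 ± 59.0 and 63.2 ± 15.6 CPM, a log2 ratio of 1.12 (standard error 0.29, exact permutation p = 0.0087). For both genes 5 of 6 AH cows lay above every RS cow, and the adjusted p from limma was 1.00 and 0.842.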

In the meantime, the expression of *CYR61* and *NOV* were also down-regulated in RS fed cows compared to that in AH fed cows. Their encoded proteins are members of the *CNN* family, which share similarities with *IGFBP. CYR61* is a secreted, extracellular matrix (ECM)-associated heparin-binding protein, mediating cell adhesion, stimulates cell migration, and potentiates growth factor-induced DNA synthesis in fibroblasts and endothelial cells [67]. Therefore, the down-regulation of *IGFBP3* and *CYR61*, as well as up-regulation of *PI3* might enhance cellular growth in the RE under the RS diet, which could be one of the causes of the increase in epithelial width.

The expression of *HLA-DQA1* was higher in cows fed RS, compared to CS, and was significantly positively correlated with the ruminal WP. It has been reported that the down-regulation of this gene can reduce antigen-specific human T cell proliferation [68], which might indicate the potential function of *HLA-DQA1* in cell proliferation and explain the observed relationship with rumen epithelial width under RS diet. 

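*UGT2B17* was at 37.5 ± 18.1 CPM (SD, n = 6) in RS and 83.4 ± 26.9 in CS, a log2 ratio of -1.15 (standard error 0.34, exact permutation p = 0.0130). The adjusted p over all genes was 1.00 with limma. In CS 5 cows had between 70.6 and 105 CPM, and the second CS cow had 35.7.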

The expression of *UGT2B17* was down-regulated in cows fed RS diet compared with that fed CS diet. Down-regulation of *UGT2B17* by growth factors such as fibroblast growth factor family may increase the proliferation of androgen-dependent tumors [69]. Therefore, its significant negative correlation with the WP might indicate its potential function in the proliferation of rumen epithelium. Although both *HLA-DQA1* and *UGT2B17* showed potential relationship with WP under different diets, the functions of these genes in the rumen epithelia have not been reported. Future studies are needed to verify their changes in expression and their function in cell proliferation in RE, and how they could be related to rumen WP in other studies or potentially *in vitro* cell models. Regardless, this is the first study to report the physical factor derived expression change of these genes in the rumen epithelia and their relationship with rumen epithelial morphology. Future studies are needed to verify their function and the action of mode in impacting the ruminal epithelial morphology.

## Conclusion

In summary, our obtained DE genes by transcriptome analysis suggest that diet can affect the expression of genes involved in ion binding, cellular growth, and cell proliferation, which may lead to the alteration of RE morphology. A possible mechanism that affects the rumen epithelium function and morphology through physical and nutritional factor under different forages based diets was proposed (Fig. 6). The interaction of dietary nutritional and physical factors could affect the rumen microbiota and microbial fermentation that could subsequently alter the expression of the DE genes including *IGFBP3*, *C2*, *C7*, *SAA1*, *BAG3, HSPB8, PI3*, *LPO*, *ARG1*, *DSG1*, *HLA-DQA1,* and *UGT2B17*, which have the function associated with the tissue morphology or nutritional absorption. The DE genes *HLA-DQA1* and *UGT2B17* identified in this study may be also involved in cell proliferation in rumen epithelium, with further validation research needed. Among the identified DE genes, *HLA-DQA1*, *IGFBP3*, *DSG1*, and *BAG3* may be potential gene markers for the RE morphology and the indicators for nutrient metabolism in the rumen, *C7* and *PI3* may be potential gene markers for the nutrient transport such as VFAs absorption through RE. Overall, our results suggest that the dietary physical form is important for the morphology of RE in lactating dairy cows in addition to the dietary nutritional level, indicating that the forage particle size should be moderate when prepared for total mixed ration diet; and that shorter particle size of low-quality forage may be beneficial for VFAs synthesis as well as absorption (especially through passive transport). Future studies are needed to identify how the morphological changes in the RE-induced by nutritional and physical factors as well as the interaction between them impact nutrient absorption by the rumen papillae, thereby increasing our understanding of how feeding strategies influence the function of the rumen. Also, measuring the protein level of the identified DE genes from this study is needed to verify the dietary effects on the relationship between the RE morphology and altered gene expression. Regardless, our results provide novel insights into the potential transcriptional mechanisms involved in regulating rumen epithelial width and may offer guidance for future experimentation related to balancing rumen epithelial characteristics and dietary regimens.

**Fig. 6:**
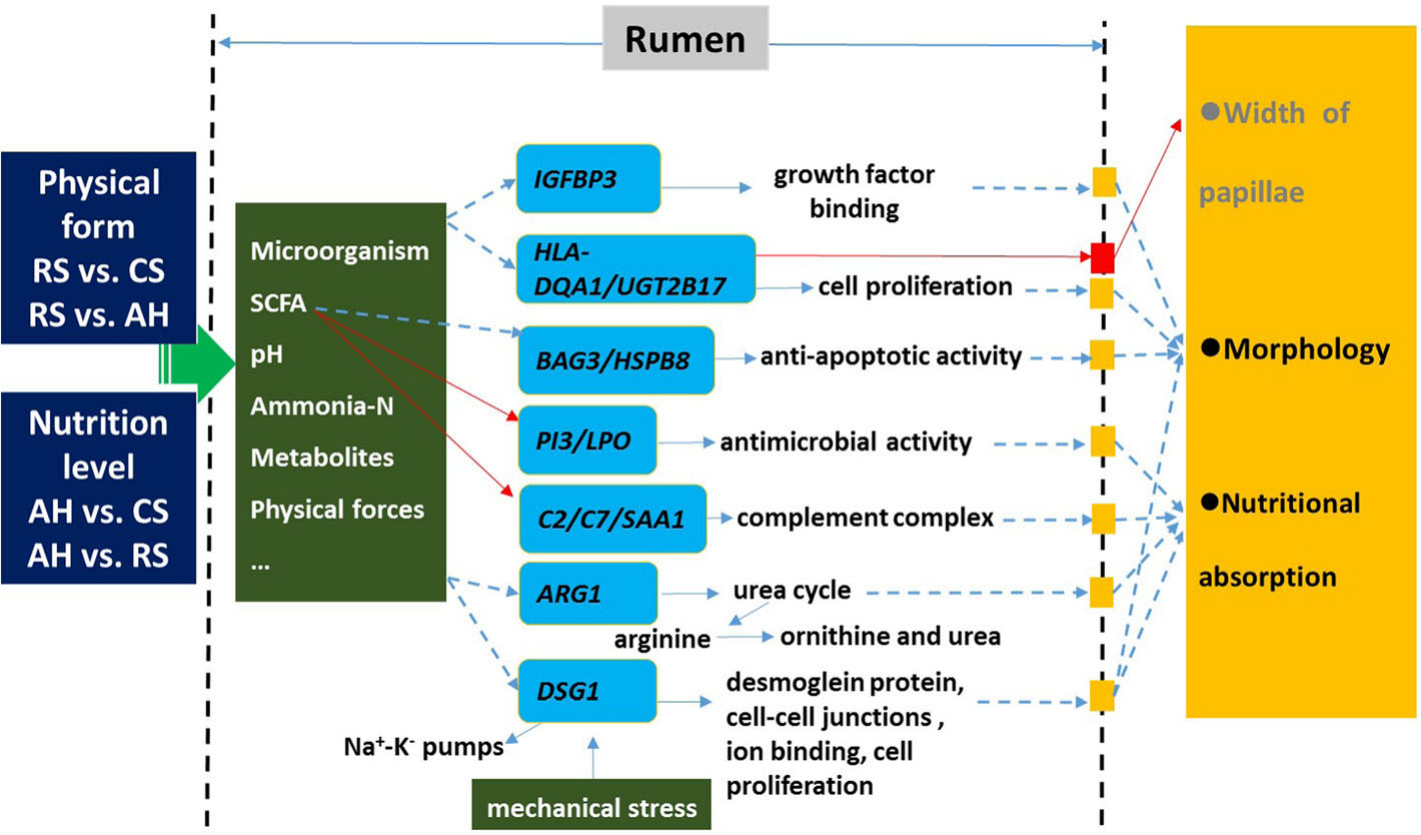
A proposed relationship between transcriptional mechanism and phenotype of the morphology of RE affected by nutritional and physical factors in the cows fed three different diets. The arrows with solid red line indicate the significant correlation between the two defined items from this study (*P* < 0.05). Arrows with solid blue line indicate the determined or reported relationship between the two defined items. While arrows with dotted blue line indicate the potential correlation between the two items identified from this study. AH = Total mixed ration (TMR) containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage. The different colors or shapes across the genes represent the differentially expressed genes among the comparisons between 2 dietary treatments. *BAG3* = BCL2-associated athanogene 3; *C2* = complement C2; *C7* = complement C7; *DSG1* = desmoglein 1; *HLA-DQA1* = major histocompatibility complex, class II, DQ alpha 1; *HSPB8* = heat shock protein family B (small) member 8; *IGFBP3* = insulin-like growth factor binding protein 3; *LPO* = lactoperoxidase; *PI3* = peptidase inhibitor 3, skin-derived; *SAA1* = serum amyloid A1; *UGT2B17* = UDP glucuronosyltransferase family 2 member B17. Color version available in the online PDF

## Additional files

Additional file 1:Figure S1. The identified genes using RNA-seq in rumen under AH, CS and RS diets (A) and the predominant 2490 genes (B; covered more than 80% abundance of total mapped reads).

Additional file 2: Table S1. Differentially expressed genes identified from the comparison of AH vs. CS, AH vs. RS, and RS vs. CS, respectively.

Additional file 3: Figure S2. The enriched pathway through the DE genes in the comparison between CS and RS. CS = Total mixed ration (TMR) containing corn stover as the main forage; RS = TMR containing rice straw as the main forage.

## Abbreviations

AH: Alfalfa hay based diet
*ARG1*: Arginase 1
*BAG3*: Athanogene 3
*C2*: Complement C2
*C7*: Complement C7
CPM: Counts per million
CS: Corn stover based diet
*CYR61*: Cysteine-rich, angiogenic inducer, 61
*DCN*: Decorin
DE: Differentially expressed
*DSG1*: Desmoglein 1
ECM: Extracellular matrix
*EFEMP1*: EGF-containing fibulin-like extracellular matrix protein 1
EGF: Epidermal growth factor family
FDR: Benjamini-Hochberg method
*HLA-DQA1*: Major histocompatibility complex, class II, DQ alpha 1
*HLA-DQB1*: Major histocompatibility complex, class II, DQ beta 1
*HSPB8*: Heat shock 22kDa protein 8
*IGFBP3*: Insulin-like growth factor binding protein 3
KEGG: Kyoto Encyclopedia of Genes and Genomes
*LPO*: Lactoperoxidase
*MT-ATP8*: Skin-derived; mitochondrially encoded ATP synthase 8
NDF: Natural detergent fiber
*NOV*: Nephroblastoma overexpressed
peNDF: Physically effective NDF
*PI3*: Peptidase inhibitor 3
RE: Rumen epithelium
RNA-seq: RNA sequencing
RS: Rice straw based diet
*SAA1*: Serum amyloid A1
TGF-α: Transforming growth factor-α
TGF-β1: Transforming growth factor-β1
TMR: Total mixed ration
*UGT2B17*: UDP glucuronosyltransferase family 2 member B17
VFA: Volatile fatty acid
WP: Width of rumen papillae

# Supplementary material for: Effects of dietary physical or nutritional factors on morphology of rumen papillae and transcriptome changes in lactating dairy cows based on three different forage-based diets
**Source:** BMC Genomics. 2017 May 6;18:353. doi: 10.1186/s12864-017-3726-2
**Supplement:** Supplementary file 2 — Differentially expressed genes identified from the comparison of AH vs. CS, AH vs. RS, and RS vs. CS, respectively.

Table S1 Differentially expressed genes identified from the comparison of AH vs. CS, AH vs. RS, and RS vs. CS, respectively

1 AH = TMR containing alfalfa hay as the main forage; CS = TMR containing corn stover as the main forage; RS = TMR containing rice straw as the main forage.

2FC = fold change (AH vs. CS: AH/CS; AH vs. RS: AH/RS; RS vs. CS: RS/CS).

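The ratios of arithmetic mean CPM were recomputed for the 99 entries of Table S1. All 99 had the same sign as the paper's log2FC, and the difference between the values had a median of 0.04 and a maximum of 0.29 on the log2 scale. For 9 of the 99 entries the recomputed absolute log2 ratio was 1 or less.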

How the deposited data were processed for this re-analysis (not part of the article)

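RNA of rumen papillae from 18 Holstein cows, 6 on each of the AH, CS and RS diets, was sequenced on an Illumina HiSeq system as 100 bp paired-end reads. The authors aligned the reads to the bovine genome UMD3.1 with TopHat2, removed reads with more than 2 mismatches or several mapping hits, counted reads per Ensembl gene with HTSeq, and deposited CPM, which are relative to the reads on all annotated genes of a cow. Neither the text of the paper nor the labels name a batch, lane or date, so no batch could be entered in a model. The labels give the rumen epithelium as the tissue, but their extraction text speaks of rectal tissue, a mirVana kit and a total RNA library kit, where the paper describes rumen papillae, TRIZOL and an mRNA kit, but also a depletion of rRNA, as in total RNA libraries. The paper's account was followed, and which of the 2 holds was not tested. The replicate numbers 1 to 6 are not stated to pair cows of different diets.

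The table held 24616 genes. In each cow the CPM were whole multiples of the value of 1 read. At a tolerance of 0.02, 100% of the values came out as whole reads, which gave totals of 16099131 to 32252177 reads on genes. A count of 0 allows up to 3 reads, or 0.186 CPM in the library with the fewest reads and 0.0930 CPM in that with the most. These floors cover counting error only, and reads amplified by PCR are not independent molecules. No pair of cows of one diet differed by as little as the sampling noise, since the chi-square per degree of freedom lay between 42.4 and 334 over 45 pairs, so all 18 cows were used as separate replicates.

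Before the data were examined, the tests and the rules for the genes to be named were fixed, apart from the tests that are said to have been chosen later and from ENSBTAG00000017121, which was added later. The other genes named are those the paper names, those of its Table S1 where that table is discussed, and up to 5 genes with the largest rise and 5 with the largest fall among those past both thresholds. Genes with CPM over 1 in at least 3 of 6 cows of at least 1 diet were compared on log2(CPM + 0.5) with limma 3.58.1 in R 4.3.3, with a term per diet over all 18 cows and an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. DE genes had an adjusted p under 0.05 and a ratio of arithmetic mean CPM over 2-fold. Fold changes on the log2(CPM + 0.5) scale understate the change of genes with few reads. Single genes were compared by two-sided exact permutation tests of the difference in mean log2(CPM + 0.5). Pairs of genes were compared by Pearson's r and Spearman's rho with two-sided permutation tests, exact at 6 and 9 cows and with 100000 resamples at 18.

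Alternatives changed the pseudocount, the filter, the cows in the model, the scaling, the thresholds, the variance model and a replicate block, and left out each cow in turn. On the recovered reads, edgeR 4.0.16 (quasi-likelihood test, and exact test with a common dispersion) and DESeq2 1.42.0 were run. An edgeR generalized linear model with a common dispersion on CPM, the first residual principal component as a covariate, and the limma coefficient as the effect were added after the data had been seen. Counts of genes were compared with those of 100 splits or regroupings of the cows, the real one included.

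The tests were tested on simulated data with 13127 genes, of which 200 were changed in AH. Limma made 159 calls in AH vs. CS, 9 of them false, and 166 in AH vs. RS, 7 of them false. It recovered 31.3% and 44.8% of the genes changed by 1 on the log2 scale, 94.0% of those changed by 2 in each comparison and 100% of those changed by 3. DESeq2 made 179 calls in each, 23 and 20 of them false, and 4 false calls in the comparison without changed genes. The model with a common dispersion on CPM made 218 and 205 calls, of which 62 and 46 were false, and 28 false calls in that comparison. The changed genes were picked at random above a minimum CPM, and all genes were simulated independently of each other. The genes of Table S1 spread more between cows, with a median SD of 1.21 on the log2 scale against 0.468 for random lists of the same level. The shares that limma recovered therefore do not carry over to genes with so large a spread.

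Gene symbols came from Table S1, which pairs 73 identifiers with names. Of the 245 symbols in the prepared gene lists, 26 (10.6%) could be paired, so tests of gene sets were not run. Volatile fatty acids and papilla widths of single cows were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, permutation tests and plots.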

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

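The tests of scaling, of depth, of exchanged labels and of carried-over RNA were chosen after the results had been seen, and so was the count used for the heat shock genes, whereas the explanations for the heat shock genes, *MT-ATP8* and *HLA-DQA1* were set before. A cow was singled out when its gap to the nearest cow of the same diet exceeded Dixon's 95% critical value for the share of the range of 6 cows. Of 126 groups of 6 cows 14 passed, where chance gives 6.3. The second CS cow passed for 4 measures and the fifth RS cow for 2. After median-ratio scaling between libraries, 10 of the 13 groups that concerned genes still passed, which argues against scaling as the whole cause. For single cows within a diet the design names no biological difference, and none was tested.

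Among the heat shock genes, the second CS cow had 649.9 CPM of *HSPB8*, 1077 CPM of *BAG3* and 128.1 CPM of *ZFAND2A*, and the fifth RS cow had 598.0 CPM of *HSPB8* and 77.5 CPM of *ZFAND2A*. A stress response in a few cows would leave most CS and RS cows within the range of AH. Over the 5 heat shock genes that Table S1 lists as lower in AH (*BAG3*, *HSPA1A*, *HSPB8*, *HSPH1* and *ZFAND2A*), 12 of the 60 values of the CS and RS cows lay above every AH cow, and 10 of these came from the 2 cows named. *DNAJA1*, which Table S1 lists as higher in AH than in RS, was left out of this count, and 0 of the 12 CS and RS cows lay above every AH cow for it. For each of the 5 genes a single cow held 60.7% to 87.9% of the sum of the 6 CS cows and 62.8% to 84.3% of that of the 6 RS cows. The lower mean in AH may therefore rest on a stress response in a few cows, which is a hypothesis. An effect of diet that appears in some cows only stays open and was not tested.

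*MT-ATP8* reached 392.7 CPM in the third CS cow, while the other CS cows had 1.29 CPM or less. A lower share of mitochondrial RNA in CS would move the abundant mitochondrial genes together. Of 6446 other genes with a mean CPM over 20, none correlated with *MT-ATP8* above an r of 0.697 over the 18 cows. This argues against a lower share only if other mitochondrial genes are among them. That was not checked, because those genes had no list of identifiers. Assignment of reads to the overlapping *MT-ATP6* could also switch between cows and was not tested.

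*S100A9* had 160.8 CPM in the fourth AH cow, against 436 to 575 in the other AH cows, and the log2 ratio without it was -1.77 in AH vs. CS and -1.83 in AH vs. RS. Single low values were those of *IFI47* in the first CS cow (0.0551 CPM) and the third RS cow (0.806 CPM), of *UGT2B17* in the second AH cow (12.7 CPM) and the second CS cow (35.7 CPM), and of *CYR61* in the second RS cow (8.38 CPM). *Gm8618* was high in the fifth AH cow, at 198.5 CPM. The third AH cow had 29594787 reads on genes, far from the other AH cows. No explanation specific to these cows was tested beyond the scaling.

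ENSBTAG00000017121, a gene without a symbol that the paper does not discuss and that was singled out after its values were seen, reached 44.2 CPM in the second RS cow. It is 1 of 19 genes that rose and fell together over the cows (r over 0.9). Summed over these genes, the fourth AH cow and the first to the fifth RS cow had between 567 and 2355 reads, and the other 12 cows between 0 and 56, with 1 read in the sixth RS cow. A difference in depth is argued against, because the largest total of reads was 2.00-fold the smallest. Exchanged labels of the fourth AH cow and the sixth RS cow would bring each nearer to the other diet. Among 6389 genes with a mean CPM over 20, apart from those that follow ENSBTAG00000017121 (r over 0.5 in size), 7 parted the other 5 AH and 5 RS cows fully and by more than 2-fold, where chance parts 0.794% of genes at any fold. The fourth AH cow lay nearer to AH for 6 of the 7 and the sixth RS cow nearer to RS for 7. Both lay nearer to their own diet for 6 and nearer to the other for 0, which argues against an exchange. Of 13 such genes with a mean CPM over 1, the counts were 9 and 0. For *S100A9*, 1 of the 7, the fourth AH cow had 160.8 CPM and the other AH cows 436 to 575, while the sixth RS cow had 1905 CPM and the other RS cows 1131 to 2167. RNA carried over from another tissue or library could give the same picture. The genes summed to at most 92.7 CPM in a cow, and without names for them this cannot be told apart from an effect of the RS diet, which stays open and was not tested.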

How the results depend on the processing

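The edgeR model with a common dispersion on CPM, the residual principal component and the limma coefficient as the effect were chosen after the data had been seen, and the other alternatives before. *S100A9* was called in AH vs. RS under each of them and in AH vs. CS under each but the model with only the 12 cows compared. There 0 genes were DE in AH vs. CS (214 at an unadjusted p under 0.05) and the AH associated genes numbered 0, because the spread was then estimated from fewer cows. Over the 33 settings chosen before the data had been seen, its adjusted p ran from 7.8e-09 to 0.0581 in AH vs. CS. In AH vs. RS it ran from 2.9e-09 to 0.0275. The edgeR model with a common dispersion on CPM, chosen later, gave adjusted p of 6.6e-15 and 2.2e-15, outside these ranges.

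The test changed the counts most. DESeq2 called 5 genes in AH vs. CS, 7 in AH vs. RS and 0 in RS vs. CS, and 3 were AH associated. The exact test with a common dispersion on the reads called 126, 119 and 97 genes, with 49, 41 and 30 associated with AH, CS and RS. The model with a common dispersion on CPM called 42, 49 and 35, with 20, 10 and 7 associated. On simulated data these tests with a common dispersion made 89 and 28 calls in the comparison without changed genes and DESeq2 made 4, so that the calls of DESeq2 here are not far in number from its false ones. With no filter 1 gene was DE in RS vs. CS, and with the residual principal component 2 were DE in AH vs. CS. The cause was not tested for these 2 changes.

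With the replicate number as a block 2 genes were DE in AH vs. RS (*S100A8* and *S100A9*), and the counts of the other comparisons did not change. The paper names a randomized complete block design for the fermentation, papilla and PCR data, but neither it nor the labels say which cows form a block or that the same number marks one, so the numbers were not taken as pairs. The correlation of the deviations of cows with the same number ran from -0.48 to 0.71 over 18 pairs, with a median of 0.20 and 12 pairs over 0.1, against a median of -0.05 over 90 pairs of other numbers.

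Across the 18 fits that each left out 1 cow, the DE genes ranged from 1 to 2 in AH vs. CS, from 1 to 5 in AH vs. RS and from 0 to 6 in RS vs. CS (171 at an unadjusted p under 0.05 with all cows), the AH associated genes from 1 to 2 and the RS associated genes from 0 to 4. The highest counts for AH vs. RS, RS vs. CS and RS came without the sixth RS cow. *PRSS53* was called in both comparisons of AH without the first AH cow, and in AH vs. CS without the first CS cow.

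When CPM over 1 was asked of all 6 cows, 266, 54 and 197 genes were detected in AH, CS and RS alone. Such counts are capped by the cow with the fewest genes over 1 CPM in each diet, so they do not by themselves show an effect of diet. The cause was not tested.

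Of 59 comparisons of single genes, 50 kept their direction under all 36 settings and 9 did not. In AH vs. CS the log2 ratio became positive without the second CS cow and as the ratio of median CPM, in this order: *HSPB8* 0.45 (from -1.31 to 0.45 over all such fits) and 0.17, *HSPH1* 0.062 (from -1.23 to 0.06 over all such fits) and 0.32, *BAG3* 0.53 (from -1.80 to 0.53 over all such fits) and 0.41 and *ZFAND2A* 1.18 (from -2.48 to 1.18 over all such fits) and 0.30. In AH vs. RS the log2 ratio became positive without the fifth RS cow and as the ratio of median CPM, in this order: *HSPB8* 0.83 (from -1.12 to 0.83 over all such fits) and 0.63, *BAG3* 0.75 (from -1.40 to 0.75 over all such fits) and 0.68 and *HSPA1A* 0.86 (from -1.16 to 0.86 over all such fits) and 0.79. As the limma coefficient, the effect in AH vs. RS was 0.065 for *HSPB8* and 0.18 for *HSPA1A*. The log2 ratio of *C7* in AH vs. CS was -0.48 without the third AH cow (from -0.48 to 1.47 over all such fits) and -0.27 from medians, and that of *KRT36* in AH vs. CS was 0.15 from medians. These means rest on single cows.

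The correlation of *LPO* and *PI3* in CS was 0.679 without the first and the fifth CS cow, that of *LPO* and *KRT36* was -0.665 and that of *PI3* and *KRT36* was -0.839. With 4 cows no p under 0.0833 is possible. Over all 18 cows the correlated pairs of genes fell from 11 to 5 without the 2 cows farthest from the median.

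Tests of gene sets were not run because 10.6% of the listed symbols were paired with identifiers, and the alternative without mitochondrial genes was not run because those genes had no list of identifiers. Depth limits the genes near 1 CPM, since 3 reads are worth up to 0.186 CPM.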

Differences from the paper's values

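The paper reports 31 DE genes in AH vs. CS, 40 in AH vs. RS and 28 in RS vs. CS, and limma gave 1, 1 and 0 (171 at an unadjusted p under 0.05 in RS vs. CS). Of the paper's genes 13, 22 and 24 were higher and 18, 18 and 4 lower, against 0, 0 and 0 higher and 1, 1 and 0 lower here. None of the alternatives set before the data were examined closed these gaps. For AH, CS and RS the paper gives 15, 6 and 4 associated DE genes, and 1, 0 and 0 were found here. Without the sixth RS cow there were 4 RS associated genes, but 0 of the 6 genes then called in RS vs. CS are in Table S1, and no other alternative set before closed a gap.

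Among those alternatives, the exact test with a common dispersion on the reads gave 126, 119 and 97 genes, of which 28, 26 and 18 are in Table S1. DESeq2 called 2 genes of Table S1 in AH vs. CS (*PRSS53* and *S100A9*) and 4 in AH vs. RS (*EPHX2*, *PRSS53*, *S100A9* and *SLURP1*). The replicate block called *S100A8* in AH vs. RS, and *PRSS53* was called without the first AH cow or, in AH vs. CS, without the first CS cow. An edgeR model with a common dispersion on CPM, chosen after the values had been seen, gave 42, 49 and 35 DE genes, of which 17, 22 and 28 were higher, and 20, 10 and 7 associated genes. Its calls held all 31, 40 and 28 genes of Table S1 and 11, 9 and 7 others.

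In reads, the paper gives a lowest value of 28.2 M mapped reads per sample, and 16.1 M reads on genes lie behind the CPM of the library with the fewest. It gives 721.2 M reads generated in total, and 403.8 M lie on genes. No alternative bears on these values.

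The paper states 6 CS associated genes, whereas its Table S1 lists 7 genes in both comparisons of CS.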

Other observations

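The tests of splits for the tests with a common dispersion, for associated genes and for detected genes, and the tests of the principal component, were chosen after the results had been seen, and the others before. Of 100 splits of the 12 cows into 6 and 6, the real one included, 4 gave as many DE genes with limma in AH vs. CS and 3 in AH vs. RS, so that few other splits gave a DE gene. In RS vs. CS, where 0 genes were DE, all 100 did. Other splits reached up to 233, 1 and 630 DE genes in the 3 comparisons. For the AH associated genes 2 of 100 regroupings of the 18 cows gave as many, and for CS and RS, with 0 genes, 100 and 100 did (171 genes had an unadjusted p under 0.05 in RS vs. CS). As many genes detected in a single diet were found in 45 of 100 regroupings for AH, 69 for CS and 26 for RS, so these counts are within what regrouping gives.

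The values of Table S1 could be matched by an edgeR model with a common dispersion of 0.0689 on CPM. Its log2FC differed from those of Table S1 by at most 0.0051, and the median ratio of the logarithms of the p-values was 1.00 in each comparison. The log10 p-values differed by at most 0.0028. They differed by up to 18.1 for the exact test with a common dispersion on the reads and by up to 33.3 for limma. These differences argue against either of the latter tests as the source of the listed p-values. With this model 80, 40 and 64 of 100 splits gave as many calls as the comparisons of AH with CS, AH with RS and RS with CS, and the medians of the other splits were 63, 42 and 50 calls. If a common dispersion for all genes stood behind the calls, the genes called would be those with the largest spread between cows of a diet. The genes of Table S1 lay at a median percentile of 98.5 among 200 genes of the same level, and 72 of 73 lay above the median. Their median SD was 1.21 on the log2 scale, and 0 of 10000 random lists of the same size and level reached it (median 0.468). A common dispersion, as in the model that matched the listed p-values, could give this if it understates the spread of these genes, which is a hypothesis. The random lists were not matched on a more than 2-fold ratio, which by itself favours genes with a large spread. The spread by itself therefore does not single out a common dispersion. The matched p-values bear on how the genes came to be listed, and an effect of diet on variable genes was not excluded.

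The 24 genes that Table S1 lists as higher in RS vs. CS rose and fell together over the cows within diets. After the diet means had been subtracted, the median r between pairs was 0.812, where random lists gave 0.211 and at most 0.562. A difference between diet means does not enter this r. Within AH and within RS, *PCOLCE2*, *EFEMP1*, *GFPT2*, *SCARA5* and *C7* were each highest in the third cow. *SCARA5* had 126 CPM in the third AH cow and 142 in the third RS cow, and at most 35.7 in the other RS cows. *MT-ATP8*, *HLA-DQB1*, *IGLL1* and *C3* were highest in other RS cows. More connective tissue in some samples could produce the joint rise and fall, and more of it in RS the higher means. However, 0 genes of the stroma list outside Table S1 could be paired with an identifier. For the higher means in RS, connective tissue cannot be told apart from an effect of diet, which stays open, because no independent marker was readable.

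*HLA-DQA1* was at 11.6 CPM or more in 4 of 6 RS cows, 3 of 6 AH cows and 2 of 6 CS cows (Fisher's exact test, p = 0.620). Different MHC haplotypes of single cows might set these levels, since reads of an allele far from the reference would be lost, but with 6 RS cows this cannot be told apart from an effect of diet.

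On the first principal component of the residuals, which held 41.0% of their variance, the first and second CS cows and the fifth RS cow lay apart. Median-ratio scaling left the component almost unchanged (r = 0.953), which argues against a few abundant genes that shift the scale. Its Spearman's rho with the total reads was 0.511 (permutation p = 0.0313), so a part of it may come with depth, and depth cannot be told apart from a difference between these cows because depth differs between the cows themselves. No biological explanation was tested.

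From the correlations of 2 genes with total VFA that the paper gives, limits for the correlation between these genes follow. For the 28 pairs over the 18 cows they were too wide to decide anything, since they reached from -0.231 or less to 0.989 or more. In CS, *LPO* and *PI3* lay within the limits of 0.735 and 0.994. *LPO* and *KRT36* did not (r = 0.663, limits 0.769 and 0.998), nor did *PI3* and *KRT36* (r = 0.480, limits 0.694 and 0.999). On CPM without logarithms their r was 0.955 and 0.872, which is inside these limits.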
